# Molecular Specificity, Convergence and Constraint Shape Adaptive Evolution in Nutrient-Poor Environments

**DOI:** 10.1371/journal.pgen.1004041

**Published:** 2014-01-09

**Authors:** Jungeui Hong, David Gresham

## Abstract

One of the central goals of evolutionary biology is to explain and predict the molecular basis of adaptive evolution. We studied the evolution of genetic networks in *Saccharomyces cerevisiae* (budding yeast) populations propagated for more than 200 generations in different nitrogen-limiting conditions. We find that rapid adaptive evolution in nitrogen-poor environments is dominated by the *de novo* generation and selection of copy number variants (CNVs), a large fraction of which contain genes encoding specific nitrogen transporters including *PUT4*, *DUR3* and *DAL4*. The large fitness increases associated with these alleles limits the genetic heterogeneity of adapting populations even in environments with multiple nitrogen sources. Complete identification of acquired point mutations, in individual lineages and entire populations, identified heterogeneity at the level of genetic loci but common themes at the level of functional modules, including genes controlling phosphatidylinositol-3-phosphate metabolism and vacuole biogenesis. Adaptive strategies shared with other nutrient-limited environments point to selection of genetic variation in the TORC1 and Ras/PKA signaling pathways as a general mechanism underlying improved growth in nutrient-limited environments. Within a single population we observed the repeated independent selection of a multi-locus genotype, comprised of the functionally related genes *GAT1*, *MEP2* and *LST4*. By studying the fitness of individual alleles, and their combination, as well as the evolutionary history of the evolving population, we find that the order in which these mutations are acquired is constrained by epistasis. The identification of repeatedly selected variation at functionally related loci that interact epistatically suggests that gene network polymorphisms (GNPs) may be a frequent outcome of adaptive evolution. Our results provide insight into the mechanistic basis by which cells adapt to nutrient-limited environments and suggest that knowledge of the selective environment and the regulatory mechanisms important for growth and survival in that environment greatly increase the predictability of adaptive evolution.

## Author Summary

We studied adaptive evolution in different nitrogen-limited environments using long-term selection of asexually reproducing *Saccharomyces cerevisiae* populations in chemostats. Using next generation sequencing and DNA microarrays, we identified all acquired genetic variation associated with increased fitness, in both individual lineages and entire populations. We find that amplification alleles that include nutrient transporter genes specific to the molecular form of the nitrogen present in the environment are a common mechanism underlying increased fitness. In addition, we identified a general strategy for adaptation to nitrogen-limited environments that entails remodeling of phospholipid biogenesis required for producing important cellular components including vacuoles and autophagosomes. More general strategies for adaptation to nutrient-limited environments point to a role for re-wiring of signaling pathways that coordinate cell growth with nutrient availability. We reconstructed the evolutionary dynamics of a population evolving in ammonium-limited conditions and find that a multi-locus genotype is repeatedly selected within the population and constrained by epistasis. We propose that this genotype constitutes a “gene network polymorphism (GNP),” which may be a common outcome of adaptive evolution. Our study suggests that when the selective pressure is understood the molecular basis of adaptive evolution in large microbial populations may be predicted with reasonable precision.

## Introduction

Increasingly, the fields of evolutionary and molecular biology are fusing in a research program that has been termed the “functional synthesis” [1]. The power of this approach is exemplified by the molecular reconstruction of ancestral proteins enabling the study of the functional properties [2] and evolutionary histories [3] of individual genes. By contrast, the evolution of pathways and networks comprising multiple genes has thus far been less amenable to functional studies. This is due in part to the difficulty of inferring and engineering ancestral states of genetic networks. An alternative approach to the study of genetic network evolution is the study of long-term natural selection in laboratories. Experimental evolution using microbes has a number of useful features including the ability to monitor evolution in real time and to measure fitness in the relevant environmental condition [4] that makes it ideally suited to the study of gene network evolution.

Uniquely among experimental methods of long-term selection, continuous culturing using chemostats [5], [6] enables establishment of a precise and invariant selective pressure in which cell growth is continuously constrained by the rate of provision of a growth limiting nutrient. In contrast to evolution experiments using serial dilution [4], [7], [8], in which cells undergo repeated cycles of feast and famine, the unchanging nutrient-poor environment of a chemostat reduces fitness to a single component –continuous growth in a nutrient-poor environment– facilitating testing and interpretation of the functional basis of beneficial mutations. Moreover, in chemostats, large population sizes can be maintained (in excess of a billion cells) during the long-term selection thereby minimizing the effects of genetic drift and population bottlenecks.

Despite recent progress in our understanding of the molecular basis of adaptive evolution in chemostats [9]–[14] many questions remain. Does selection target particular loci and preferentially utilize distinct types of alleles? What is the functional basis of adaptation and are there mechanistic relationships between beneficial mutations? Does increased environmental complexity result in increased heterogeneity within a population? To what extent does epistasis constrain adaptive landscapes? Here, we describe the results of experimental evolution of the budding yeast, *Saccharomyces cerevisiae*, in different nitrogen-limited chemostat environments. Variation in nitrogen availability is frequently encountered in natural ecologies and use of this selection enables comparison with previous adaptive evolution studies in other nutrient-limited environments using chemostats [9], [12], [14].

Importantly, for the goal of understanding genetic network evolution the molecular mechanisms underlying nitrogen utilization in budding yeast have been extensively studied [15], which facilitates interpretation of the functional effects of adaptive mutations. In nitrogen-limited chemostats, the steady-state nitrogen concentration in the culture is extremely low and cells grow continuously in a nitrogen-poor environment. Under these conditions, expression of a set of coordinately regulated genes, the nitrogen catabolite repression (NCR) regulon, is activated by the GATA transcription factors, GLN3 and GAT1 [16]. NCR genes encode a number of transporter and catabolic enzymes for import and assimilation of diverse nitrogen sources, the expression of which is repressed during growth in a nitrogen-rich environment by the negative regulators GZF3 and DAL80 [16].

Despite the greatly simplified and invariant selective conditions of a chemostat we find evidence for at least three distinct adaptive strategies in nitrogen-limited chemostats that operate with different levels of environmental specificity. Consistent with earlier studies in other nutrient limitations [9], [12], [17], comparative analysis among the different nitrogen-limited conditions revealed selection for copy number variant (CNV) alleles that result in increased abundance of transporters specific for the molecular form of nitrogen provided in each environment. We show that these alleles are also selected when multiple nitrogen sources are simultaneously present in the environment and that their inordinate fitness effects likely limit the accumulation of genetic diversity, even in environments with increased environmental complexity. Novel alleles at some loci are recurrently selected in different nitrogen-limited environments, including *VAC14* and genes with related functions, pointing to a role for remodeling of phosphatidylinositol-3-phosphate production and vacuole biogenesis in adaptation to nitrogen-limitation. By integrating our results with previous studies we find that variation in a subset of loci is selected in both nitrogen-limited chemostats and glucose-limited chemostats providing evidence for a general adaptive strategy in nutrient poor environments through remodeling of the TORC1 and Ras/PKA pathways.

We also report a striking example of clonal interference in which independent lineages, defined by mutations in three functionally related loci, *GAT1*, *MEP2* and *LST4* co-evolve in a single population undergoing adaptive evolution in an ammonium-limited chemostat. By studying the individual and interactive effects of these alleles as well as reconstruction of lineage dynamics, we demonstrate that the order of mutations is constrained by epistatic interactions. We propose that this three-locus genotype comprising functionally related gene products represents a gene network polymorphism (GNP), which may be a more frequent outcome of adaptive evolution than previously appreciated.

## Results

To study adaptation in nitrogen-limited environments we founded populations with a haploid *Saccharomyces cerevisiae* strain isogenic to the reference genome (S288c) in different nitrogen-limited chemostats. A normalized concentration of 800 µM nitrogen was used in all feed media making the molecular form of nitrogen the only variable in each environment (Table 1). A single population in each different nitrogen-limited environment was maintained in continuous exponential growth (D = 0.12 culture volumes/hr; t_doubling_ = 5.8 hours) for 250 generations (∼2 months).

**Table 1:** Genetic complexity of adapting populations.

Selective environment (800 µM nitrogen)	Number of SNPs
	(>5% frequency)
Ammonium (400 µM)	10
Arginine (200 µM)	3
Glutamine (400 µM)	1
Proline (800 µM)	11
Glutamate (800 µM)	2
Urea (800 µM)	7
Allantoin (200 µM)	486
Gln/Alla (200/100 µM)	2
Gln/Pro/Alla/Urea (100/200/50/100 µM)	5
Gln/Pro/Alla (133/166/67 µM)	6
Gln/Pro (200/400 µM)	4

A small number of point mutations rose to appreciable frequencies in each population with the exception of the allantoin-limited population, which contains ∼500 SNPs most of which have frequencies less than 10% (see Table S2 and Table S3). This population also contains a mutant *MSH2* gene, suggesting the existence of a low frequency mutator phenotypes [73], [74]. Nitrogen concentrations were normalized between environments by adjusting the concentration of each compound according to its molecular composition.

### Adapted clones have dramatically increased fitness

Initially, we studied populations evolving in seven different nitrogen-limited environments. To identify phenotypically distinct clones within each adapted population of ∼10^10^ cells following 250 generations of selection we performed batch culture growth rate assays on an unbiased sample of 94 clones from each population and selected three individuals that exhibited growth characteristics distinct from each other and the ancestral strain for further characterization (Figure S1 and methods). We determined the relative fitness of each clone in the appropriate nitrogen-limited chemostat environment and typically observed large increases in fitness (>10%) (Figure 1A). This is consistent with mutation and selection rapidly moving strains towards a fitness optimum. It is clear that the ancestral genotype differs in its distance to the fitness optimum with respect to different nitrogen limited environments: fitness increases in clones selected from ammonium-, arginine- and glutamine-limited chemostats are around 25% whereas fitness increases in clones evolved in urea- and allantoin-limited chemostats exceed 80%. In general, individuals from the same population had similar fitness. A minority of clones did not show increased fitness using this assay for reasons that are not clear, but may be indicative of frequency-dependent selection. The majority of evolved clones were unaltered in their ability to grow in nitrogen-rich conditions or showed decreased fitness (typically less than 4%) (Figure S2). Thus, mutations selected in the nitrogen-poor environments are uniquely beneficial in nitrogen-poor environments and exhibit antagonistic pleiotropy in nitrogen-rich environments.

**Figure 1:**
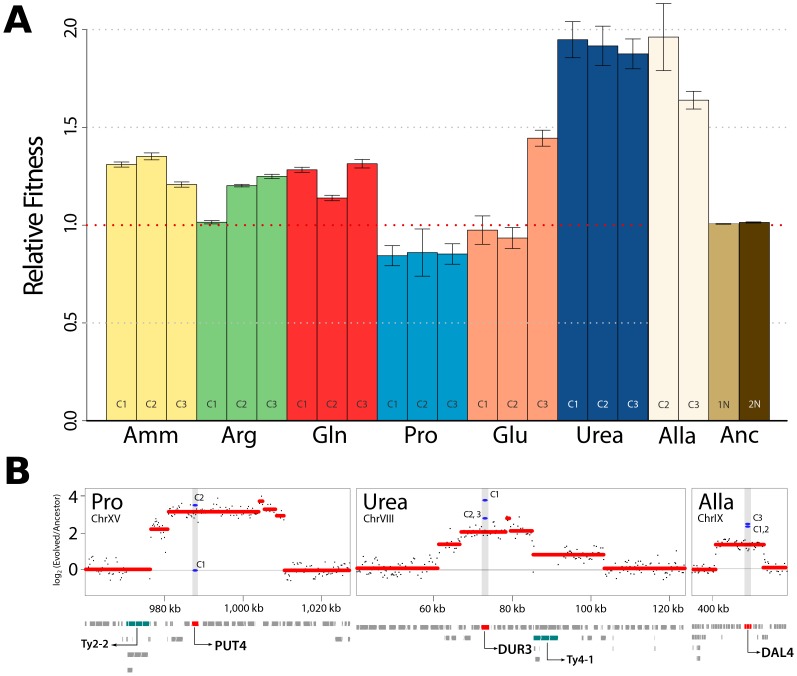
Increased fitness in nutrient-limited environments is associated with amplification of specific permease genes. (A) Fitness increases for clones recovered from each selection are typically >10%. Haploid (1N) and diploid (2N) ancestral strains were also tested in ammonium-limited chemostats but did not show fitness differences. (Amm : ammonium, Arg : arginine, Gln : glutamine, Pro : proline, Glu : glutamate, Urea : urea, Alla : allantoin, Anc : ancestor). (B) DNA copy number was estimated using aCGH. Each black point represents a measurement from a unique probe on the microarray from analysis of population DNA samples. We detected CNVs containing genes with clear connections to nitrogen import at high frequencies in populations (red lines) and clones (blue lines). Retrotransposon (Ty) sequences were frequently found at the boundary regions of CNVs.

### Selection for amplification of specific transporter genes

To identify mutations associated with increased fitness we first analyzed the genomes of selected clones, and entire populations, using array comparative genomic hybridization (aCGH). We observed multiple copy number variants (CNVs), including duplicated and deleted genomic regions, typically greater than ∼10 kb, in individual clones and entire populations (Figure S3). Previously, we reported identification of amplification alleles that include the *GAP1* locus in clones adapted to glutamine- or glutamate-limitation [10]. A subset of CNVs present in other nitrogen-limited environments include compelling candidates that are likely to underlie selection of the amplified allele. These include a CNV containing the allantoin permease (*DAL4*) in allantoin-limited conditions, a CNV including the urea permease (*DUR3*) in urea-limited conditions and a CNV including the proline permease (*PUT4*) in proline-limited conditions (Figure 1B). Our ability to detect these CNV alleles in population samples using aCGH (Figure 1B) indicates that they are at high frequency following 250 generations of selection. Consistent with previous studies [9], [18], CNVs are frequently proximal to retrotransposon sequences (Figure 1B), which may increase their spontaneous rate of generation. Previously, we, and others, have identified the repeated selection of copy number variants (CNVs) at the *HXT6/7* [9], [17] and *SUL1* [9] locus in yeast strains selected from glucose- and sulfur-limited chemostats respectively. In *E. coli* evolved in lactulose-limiting conditions the lac operon, which includes the lactose permease (*lacY*), is frequently amplified [19]. Collectively, these findings make clear that in diverse nutrient-limiting conditions, increased production of specific nutrient transporters is a rapid route to increased fitness. The spontaneous rate at which amplification CNVs are generated appears to depend on context [20]; however, estimates of gene amplification rates suggest that they are on the order of nucleotide substitution rates [21]. Selection for spontaneously generated amplification alleles appears to be an expedient means of increasing production of specific nutrient transporters and these alleles are strongly selected in nutrient-poor conditions.

It is notable that we did not detect amplification alleles containing the known high affinity ammonium transporter gene, *MEP2*, in the ammonium-limited population or the arginine transporter, *CAN1*, in the arginine-limited population (Figure S3). It remains to be determined if amplification of *MEP2* or *CAN1* is beneficial in ammonium- or arginine-limited conditions or if these amplification alleles are deleterious for functional or genetic reasons. Moreover, we cannot exclude the possibility that amplification alleles were present at an earlier stage in these populations but were subsequently out-competed.

### Aneuploidy and whole genome duplication may contribute to adaptive evolution

We observed additional copy number variants and entire chromosomal aneuploidies that include genes without obvious connections to growth in nitrogen-limited conditions (Figure S3). We identified 7 aneuploid clones among the 18 analyzed clones (∼40%). The recurrent observation of aneuploidy in adaptive evolution studies [9], [18] and as a mechanism of genetic suppression [22] suggests that they are likely to be adaptive, although the mechanistic basis for the selective advantage of aneuploidies remains to be determined.

We quantified the DNA content of all clones, using flow cytometry, and found that in populations adapted to allantoin- and urea-limitation a high frequency of cells had a 2N DNA content (Figure S4). These individuals are still of a haploid mating type (MATa) as demonstrated by successful mating with MATα cells. The resulting triploid cells underwent sporulation, but typically yielded poor spore viability (<10%) consistent with massive unbalanced chromosome content in the meiotic products of triploids (Figure S4). The maintenance of a MATa mating type in diploid cells recovered from chemostat selections indicates that they are the result of failed cytokinesis and not due to spontaneous mating type switching and subsequent mating. We did not detect a fitness advantage in the chemostat that is attributable to the diploid state *per se* (Figure 1A) consistent with previous studies [23]. Although the high frequency of diploid cells is consistent with selection, the lack of a detectable fitness effect in a wild type diploid cell suggests that selection for diploidization may require the prior acquisition of at least one mutation that is advantageous when increased in copy number as a result of a whole genome duplication.

### mRNA expression levels are correlated with increased copy number at multiple scales

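Expression was measured on 22 Agilent arrays, each hybridised with 2 colours. The Cy5 channel held RNA of 16 evolved clones or of the ancestral strain FY4, and the Cy3 channel held a common reference, RNA of the ancestor grown in ammonium limitation. There were 2 clones from ammonium, 2 from arginine, 3 from glutamine, 2 from proline, 1 from glutamate, 3 from urea and 3 from allantoin limitation, all recovered after 250 generations, and 1 ancestor array for each environment except ammonium. The deposited files are scanner output with spot intensities, which the authors had not normalized there. Mean intensities were background-corrected (normexp, offset 50) and normalized by loess within each array, and spots of one probe were averaged, which gave 6094 genes measured on all arrays. Each clone was then set against the ancestor in the same environment, as in the paper's methods. The ammonium-limited clones were read against the common reference itself, which leaves out the spread of their control. Median Cy5 signal over background was between 5.75 and 18.9 on the ancestor arrays (median 13.1) and between 2.97 and 39.8 on the clone arrays (median 22.2), lowest in proline c2. All 6 ancestor arrays used another array design and an older version of the scanner software than the clone arrays, and each lay on a slide of its own. Outside ammonium limitation a difference from the ancestor therefore also crosses design, software and slide, and in each environment it rests on 1 ancestor array. Genes that Table S1 lists as deleted were low in the clones concerned. GAP1 was at a log2(evolved/ancestor) of -6.47 in allantoin c2, and IPT1 and SNF11 were at -3.39 and -2.53 in urea c3, where PAA1 was not well above background. FMP16 was lowest in urea c3, at -4.60, and was below 0 in all 16 clones.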

To study the functional basis of adaptation we performed genome-wide transcriptional profiling of evolved clones in the same chemostat environment as they had been selected. 

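Over 6094 genes, the log2(evolved/ancestor) profiles of clones from the same environment had a median Pearson correlation of 0.623 (12 pairs, 0.402 to 0.941), and those of clones from different environments a median of 0.287 (108 pairs, -0.232 to 0.818). All 12 of the latter pairs above 0.5 joined 2 of the 8 clones whose arrays had probes complementary to those of brighter genes raised by more than 0.5 relative to other probes of the same brightness. These are correlations across genes, which are not independent replicates, and clones of one environment share their ancestor array. Unchanged clones simulated against a shared ancestor array gave a correlation of 0.5. The pairs from arginine (0.583) and proline limitation (0.548) lay near that value. All 3 pairs from urea limitation lay above it (0.663, 0.685 and 0.941). In glutamine limitation c1 and c2 had a correlation of 0.800, and c3 one of 0.534 and 0.483 with them. In allantoin limitation c1 and c2 had a correlation of 0.860, and c3 one of 0.402 and 0.418 with them. The 2 ammonium-limited clones, for which no ancestor array enters, had a correlation of 0.933. Both were read against the same reference and lay on one slide. What these give both clones in common enters that value and was not simulated. Leaving out each clone in turn moved the median within environments most, to between 0.566 and 0.674.
Differential expression was tested with limma over all 22 arrays with Benjamini-Hochberg adjustment at 0.05. In ammonium limitation 195 genes were higher and 346 lower than in the ancestor, in urea limitation 154 were higher and 167 lower, and in allantoin limitation 2 were higher and 1 lower. No gene passed in arginine, glutamine or proline limitation, where limma gave 496, 531 and 347 genes at an unadjusted p under 0.05. Some counts rose with 1 clone left out. In glutamine limitation 20 genes passed without the array labelled glutamine c3, and in urea limitation 717 passed without urea c1. The ammonium count moved most without ammonium c1, from 541 to 70, and was 153 with the slide as a random block. The urea count was 70 with that block in place of 321, and 10 without urea c2 and c3, which were hybridised on an array design of their own. Among genes that passed, the largest changes in ammonium limitation were those of DAL3 (4.66 on the log2 scale, standard error 0.31, limma adjusted p = 3.79e-06) and PDC6 (-4.96). The reference is the only control of the ammonium-limited clones. Against it, PDC6 was also between -3.51 and -2.16 on every ancestor array but the urea-limited one (-0.013). DAL3 was between 0.25 and 2.15 on the ancestor arrays. In urea limitation the largest changes were those of DUR3 and HSP26 (-5.61). HSP26 was at 1.34 against the reference on the urea ancestor array but between -2.66 and -1.44 on the other 5 ancestor arrays.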

Divergence in the transcriptome between clones adapted to different nitrogen environments was qualitatively similar to that seen between clones adapted to glucose- and phosphorous-limited environments [9] (Figure S5). Some of the transcriptional variation in clones adapted to nitrogen-limited environments is a direct result of altered copy number due to CNVs as we detected a small but significant positive correlation between DNA copy number and mRNA abundance (Figure S6A). 

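DNA copy number was taken from the amplified intervals of Table S1, since the aCGH arrays are not analysed here. The gene counts of 13 amplified regions add up to 1714. The 57 genes of the focal gain on chromosome XI also count in the whole chromosome. For each region, the median log2(evolved/ancestor) of its genes in the listed carriers was set against that in the clones without any gain there. The difference averaged 0.67 (SD 0.71 over 13 regions, exact two-sided sign-flip permutation test, p = 0.000977) and was above 0 for 11 of 13 regions. These regions are not independent, since several share carriers and the clones of an environment come from 1 population. Averaged within the 5 environments of their carriers, a unit chosen after seeing the data, the difference was 0.73 (exact sign-flip permutation p = 0.0625, the smallest that 5 environments allow). It averaged 0.91 over the 9 focal amplifications (SD 0.73) and 0.12 over the 4 whole chromosomes (SD 0.18, exact permutation p = 0.5). With only 4 chromosomes that test cannot pass, whatever the values. Chromosomes I and XII were at 0.275 and 0.274, and XI and XIV at -0.025 and -0.044. The value for XI depends on the label glutamine c2, and that for XIV on an ancestor array with this chromosome raised. Whether whole-chromosome gains raise mRNA is therefore not decided by this average. The largest difference, 2.49, was that of the region on chromosome XV from 975000 to 1010800 in proline c2, followed by 1.43 on chromosome VIII from 61000 to 103000 in the urea-limited clones. Within each of the 13 clones with a gain, the correlation across genes between gain and log2 ratio ran from -0.0355 to 0.389 (median 0.0994) and was above 0 in 10 clones. The 3 clones below 0 were those from allantoin limitation, whose ancestor array had chromosome XIV raised. Against the common reference it was above 0 in 13 of 13 clones (0.0270 to 0.330). Genes of one region change together, so no p is given for these correlations. Numbers of glutamine-limited clones follow the array labels, which differ from Table S1 in the gains their arrays show. From the positive correlation the paper concludes that part of the transcriptional variation is a direct result of altered copy number.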

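GAP1, PUT4, DUR3 and DAL4 encode permeases for amino acids, proline, urea and allantoin, and Table S1 places each inside an amplification of clones selected on the nitrogen source concerned. In 10 of 10 combinations of carrying clone and gene, the log2(evolved/ancestor) was above 0. DUR3 (YHL016C, chromosome VIII from 72037 to 74244 in R64) was at 3.63 ± 0.38 (SD, n = 3 clones) in the urea-limited clones and at -0.63 ± 0.95 (SD, n = 13 clones) in the others (exact two-sided permutation test, p = 0.00179, the smallest that 3 clones among 16 allow, and 0.00714 after Benjamini-Hochberg adjustment over 4 genes). The amplified region around DUR3 had a median of 1.30 in the urea-limited clones, below DUR3 itself. DAL4 (YIR028W, chromosome IX from 408468 to 410375) was at 1.91 ± 0.81 (SD, n = 3 clones) in the allantoin-limited clones and at -0.42 ± 1.16 (SD, n = 13 clones) in the others (exact permutation p = 0.00357, adjusted 0.00714). The urea-limited clones, not listed with a gain of DAL4, were at 1.10, 1.22 and 1.04, and allantoin c3 was at 1.14. A rise of DAL4 was thus not confined to clones with the gain. GAP1 (YKR039W, chromosome XI from 515063 to 516871) was at 0.97 ± 0.21 (SD, n = 3 clones) in the glutamine-limited clones 1.97 above the 13 other clones, whose SD was 1.76, a difference that did not pass the exact permutation test (p = 0.111, adjusted 0.148). Without allantoin c2, in which GAP1 is deleted, the difference was 1.52 and passed (exact permutation p = 0.0022). These tests take the clones as independent, although those of an environment come from 1 population and share an ancestor array. With the mean of each of 7 environments as 1 value, a unit chosen after seeing the data, the differences were 4.21 for DUR3 and 2.33 for DAL4 (exact permutation p = 0.143 for each, the smallest that 1 environment among 7 allows) and 1.74 for GAP1 (exact permutation p = 0.286). PUT4 (YOR348C, chromosome XV from 986899 to 988782) was at 0.19 in proline c2, its only carrier, and at -0.43 ± 0.79 (SD, n = 15 clones) in the others (exact permutation p = 0.438, where 1 clone among 16 cannot go below 0.0625). Centring each array on its median in place of loess reversed the difference for PUT4, to -0.87.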

In general, mRNAs corresponding to transporter genes found within CNVs were increased in abundance, consistent with increased DNA copy number resulting in increased transporter abundance (Figure S6A), providing further evidence that these genes drive selection of the CNV.

As previously observed [24], DNA copy number in disomic or trisomic chromosomes of aneuploid cells is proportional to mRNA abundance level (Figure S6B). 

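For each chromosome that Table S1 lists as amplified as a whole, the median log2(evolved/ancestor) of its genes was taken relative to all other genes. Chromosome XII was shifted by 0.16 in arginine c1 and 0.25 in arginine c2, and carriers lay 0.29 above the clones without a gain (480 genes, exact two-sided permutation test, p = 0.00833, the smallest that 2 clones among 16 allow, and 0.0333 after Benjamini-Hochberg adjustment over 4 chromosomes). Part of this difference comes from the glutamine-limited clones, whose own ancestor array had chromosome XII raised by 0.19 and which lay between -0.29 and -0.28. The ancestor array of the arginine-limited carriers had it raised too, by 0.14, and against the common reference these carriers were at 0.35 and 0.39. The clones of an environment share an ancestor array and are not independent, and with 7 environments as units, chosen after seeing the data, the difference of 0.28 for chromosome XII did not pass (exact permutation p = 0.286, where 1 environment among 7 cannot go below 0.143). Chromosome I was shifted by 0.32 in arginine c2, 0.28 above the other clones (89 genes, exact permutation p = 0.0625, adjusted 0.0833, where 1 carrier cannot go lower). Chromosome XIV, given 3 copies in the allantoin-limited clones, was at -0.053 on average relative to their ancestor and at -0.016 in the other clones, a difference of -0.037 (378 genes, exact permutation p = 0.05, adjusted 0.0833). The same clones were at 0.33, 0.36 and 0.36 against the common reference, and the array of the allantoin-limited ancestor was itself at 0.47. Chromosome XI, given 2 copies in glutamine c2, was at -0.036 on the array labelled glutamine c2 (302 genes, difference from clones without a gain -0.019, exact permutation p = 0.857) and at 0.62 on the array labelled glutamine c3.

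**Figure D1:**
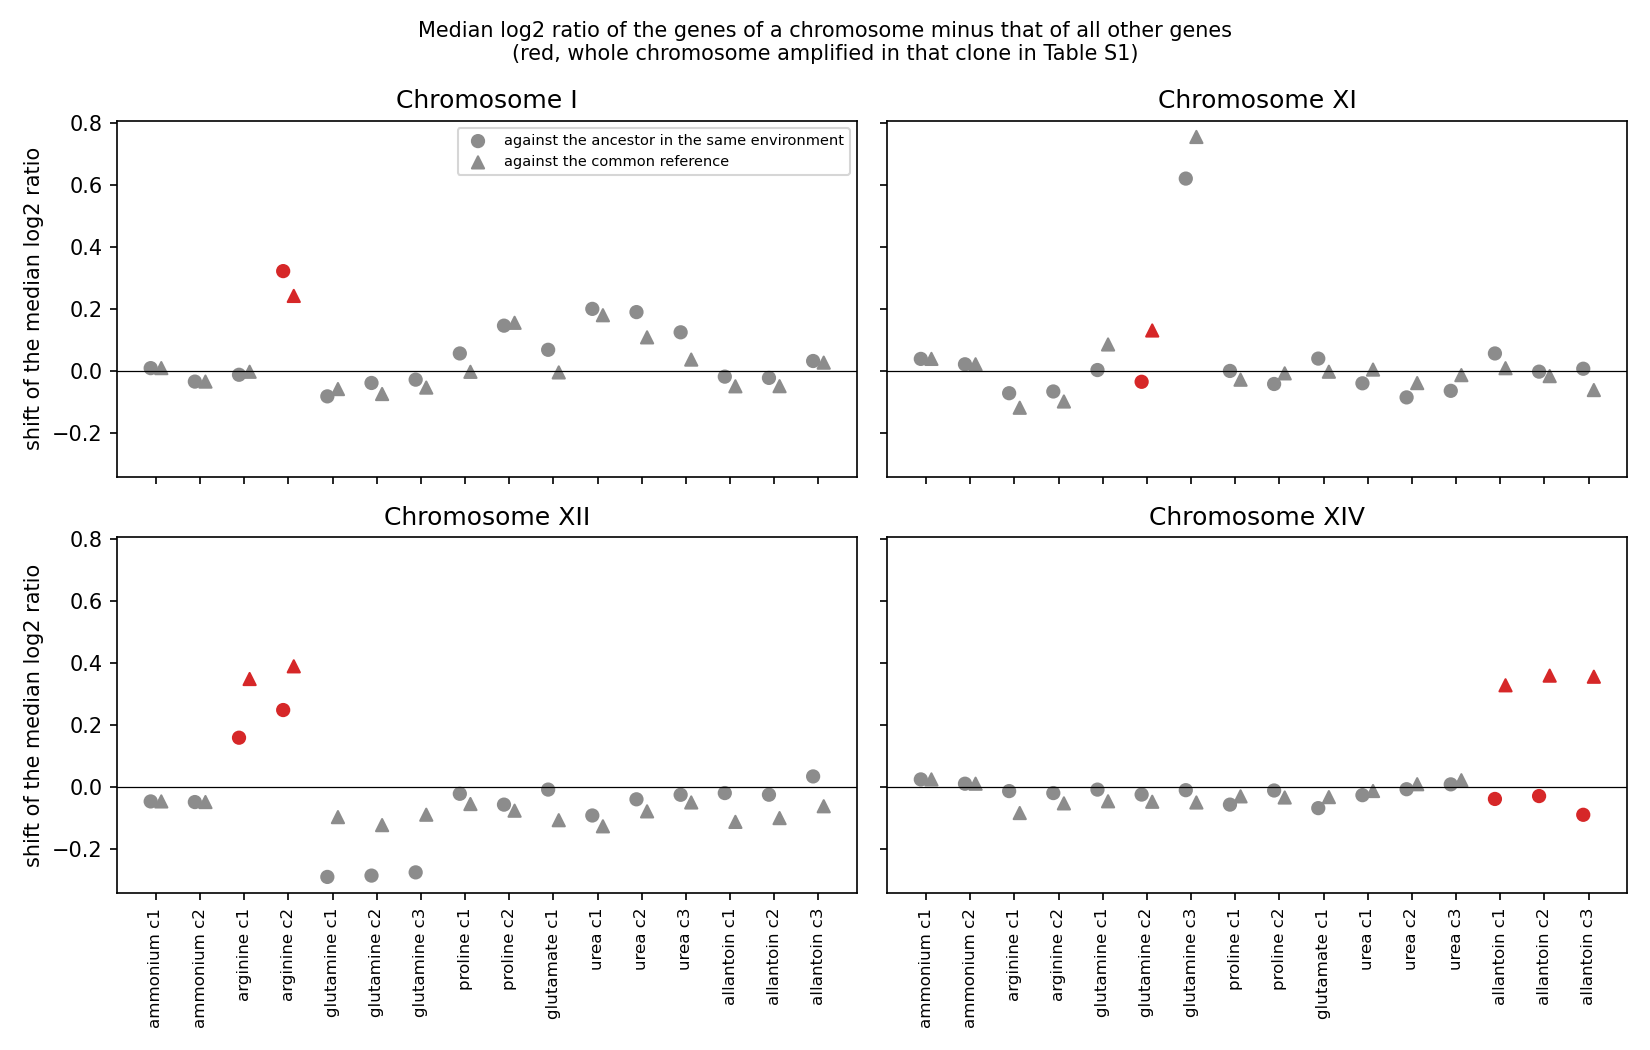
Each panel plots, for 1 chromosome, the median log2 ratio of its genes minus that of all other genes on the 16 clone arrays, against the ancestor in the same environment (circles) or the common reference (triangles), with clones that Table S1 lists as carriers in red. Chromosome XIV in the allantoin-limited clones lies between 0.33 and 0.36 against the reference and between -0.090 and -0.029 against the ancestor.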

In some cases this may explain the selection for a specific aneuploidy. For example, a clone recovered from the glutamine-limitation adaptation contains an additional entire copy of chromosome XI, which contains *GAP1* [10]. However, other chromosomal aneuploidies do not have an obvious connection to nutrient transport making it unclear how, or why, the large-scale increase in expression of genes along duplicated chromosomes of adapted clones contributes to fitness.

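Table S1 gives the whole chromosome XI to glutamine c2, and focal gains on chromosomes IV (100 to 515000), XI (501500 to 614000) and XV (100 to 120000) to glutamine c1 and c3. The arrays labelled with these numbers showed the gains in another arrangement. On the array labelled glutamine c3, the 230 genes of chromosome XI from 1 to 501500 had a median shift of 0.61 relative to all other genes, above every one of 10000 random gene lists matched on signal, while the array labelled glutamine c2 was at -0.14. The chromosome IV interval was shifted by 0.83 on the array labelled glutamine c1, 0.85 on that labelled c2 and -0.012 on that labelled c3, and the chromosome XV interval by 0.80, 0.86 and 0.039. GAP1 lies inside both kinds of gain and was at a log2(evolved/ancestor) of 1.19, 0.77 and 0.95 on the arrays labelled glutamine c1, c2 and c3. Each array is 1 sample, so these differences have no replicate check.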

### Defining the spectrum of point mutations associated with adaptation

To identify all mutations acquired during the selection experiments we performed whole genome sequencing of 18 clones from the seven populations (see methods). We found an average of 4 SNPs per clone that together represent a broad range of classes (Figure 2A and Table S1). The average number of SNPs is higher than expected (∼1.0) based on the measured spontaneous nucleotide substitution rate [25] but is consistent with the average number of acquired SNPs (∼3.3) reported for equivalent selections in glucose- or phosphorous-limited environments [13], [26], [27]. Whether this reflects an increased mutation rate under conditions of stress, as reported for *E. coli* [28], or heterogeneity in the number of mitotic events a particular lineage undergoes in a chemostat, remains to be determined. We detected a marginal but statistically significant bias towards SNPs in coding regions: 60/72 SNPs (83%) were found in coding regions, while 72% of yeast genome is coding (exact binomial test, p = 0.035). Although the majority of base changes in coding regions were non-synonymous (52/72; 72%) this is not significantly different than the expected frequency (79%) of non-synonymous mutations [14] (exact binomial test, p = 0.1912). We also identified 8 indels (7 deletions and 1 insertion) of one or two base pairs (Table S1). The average number of indels per clone (∼0.44) is higher than that expected on the basis of the known spontaneous rate of indel events (∼0.06) [25]. All CNVs detected using aCGH were also identified on the basis of sequence read depth. Furthermore, we detected additional deleted genomic segments of several hundred base pairs suggesting that whole genome sequencing has superior sensitivity to aCGH for CNV detection [26] (Table S1). In lineages that had undergone diploidization we detected both homozygous and heterozygous point mutations (Table S1), which allowed us to distinguish mutations that occurred prior to, and after, diploidization, respectively. In sum, comprehensive genome characterization indicates that in individual clones evolving in nitrogen-limited environments, multiple mutations are acquired in a short period of time that range from single nucleotide substitutions to complete duplication of the genome (Figure 2B).

**Figure 2:**
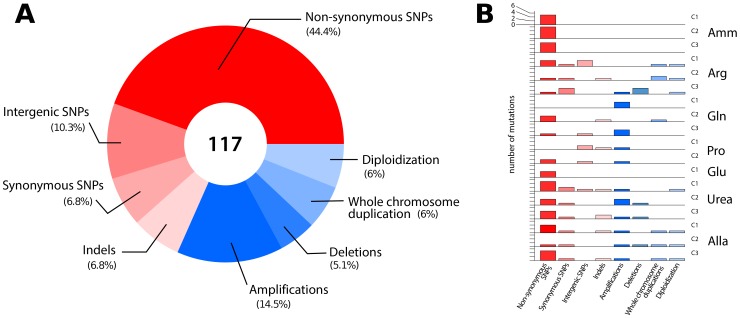
Overview of the classes of mutations identified in lineages adapted to nitrogen-limited conditions. (A) In total, 117 mutational events (Table S1) were identified in 18 sequenced clones resulting in sequence (red) and structural (blue) variation. (B) The number and type of mutations acquired in each individual clones genotyped using aCGH and whole genome sequencing. Non-synonymous SNPs and CNVs are found in most clones.

Whereas sequencing of clonal isolates provides information on individual lineages, deep sequencing of entire populations provides a means of assessing the genetic diversity in a population at a particular time point in the evolutionary history of the population [29]. We sought to identify all alleles that had risen to appreciable frequencies following 250 generations of selection using whole genome sequencing of entire populations (Table S2). We identified fixed and non-fixed alleles and estimated their frequencies on the basis of sequence read counts (Figure S7). Despite sequence read depths in excess of 300-fold, we detected few additional mutations in populations that were not identified in clones. Populations typically contained less than 10 SNPs at frequencies >5% (Table 1). A single exception was identified; in the population adapted to allantoin-limitation we found 486 mutations, which is likely the result of mutator phenotype due to loss of function in the mismatch repair gene, *MSH2*, which we estimate to have a frequency of ∼6% in the population (Table S3).

### Increased environmental complexity does not result in increased genetic diversity

We were surprised by the low genetic diversity in populations adapted to individual nitrogen sources (see Table 1) especially since previous analyses of *E. coli* populations evolving in glucose-limited chemostats have suggested the presence of multiple ecotypes [30], [31]. We hypothesized that the low genetic diversity within populations may be a related to the presence of a single nitrogen source in the environment. To study the effect of increasing the complexity of environments on genetic variation in adapting populations, we performed additional long-term selection experiments using mixtures of 2–4 different nitrogen sources. Following the same period of selection we did not detect increased genetic complexity, as assessed by population deep sequencing, in these selections compared with populations adapted to a single nitrogen source (Table 1). We performed aCGH on clones and populations evolved in the presence of mixed nitrogen sources and detected CNVs that include transporter genes specific to individual nitrogen sources present in each environment (Figure S8). However, we did not detect any lineages containing multiple CNVs that would improve transport of more than one of the available nitrogen sources in an environment, suggesting that lineages underwent specialization in the mixed environments. The highest frequency CNVs in populations adapted to mixed nitrogen sources transport non-preferred nitrogen sources (proline, allantoin and urea) (Figure S8), which also tend to be associated with the greatest individual fitness increases (Figure 1A). Collectively, our observations in single and mixed nitrogen-limited environments are consistent with a highly skewed distribution of fitness effects in which CNV alleles that include transporter genes have large fitness effects and therefore a high probability of sweeping to fixation. The large effect sizes of these CNV alleles limits genetic diversity even in environments of increased complexity.

### Identification of specific and convergent targets of selection

High throughput sequencing of clones and populations revealed that genetic variation at a number of loci was repeatedly selected in different nitrogen-limited selections (Figure 3A). In addition to amplification of permease genes in conditions in which they increase import rates of nitrogen-containing compounds, we find that inactivating alleles are selected in conditions in which their function provides no benefit or may be deleterious. As we previously reported, this is the case for *GAP1*, which is amplified in glutamine- and glutamate-limited conditions and deleted when the nitrogen source is not an amino acid such as allantoin and urea [10] (Figure 3A). Similarly, amplification alleles containing *PUT4*, which encodes a proline permease, are selected in environments in which proline is a nitrogen source, but an inactivating mutation in *PUT4* was found in the arginine-limited environment. We hypothesize that loss of function mutations in these genes are selected as the NCR-derepressing conditions of a nitrogen-limited chemostat result in their high expression, which is futile in the absence of the substrate(s) they transport.

**Figure 3:**
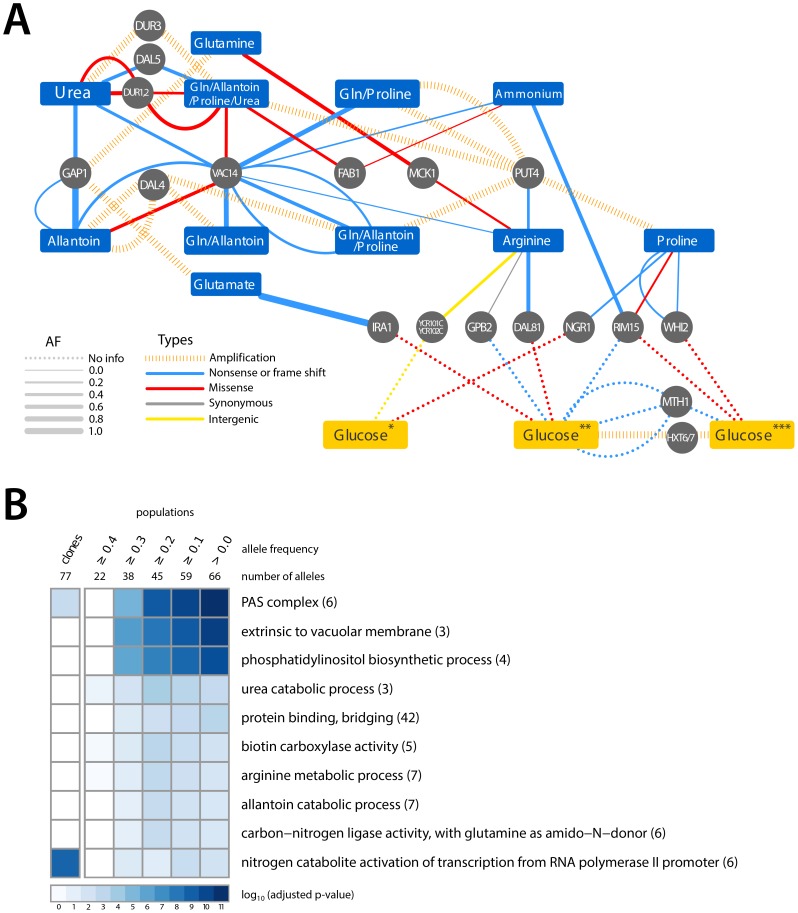
Adaptive mutations occur in functionally related loci. (A) A small number of loci are mutated in multiple nitrogen-limited environments. Some loci found to be mutated in nitrogen-limiting conditions have also been reported as associated with adaptive evolution in glucose-limited environments (*Wenger, J. et al [14], **Kvitek, D.J. et al [13], ***Gresham, D. et al [9]). The color of edges represents the type of allele and the width of the edge represents the frequency of the allele in the population. (B) GO term enrichment analysis of mutated loci within clones and populations, analyzed at different allele frequency thresholds, identified in nitrogen-limited environments shows enrichment for specific cellular functions.

We identified six loci that acquired point mutations in multiple nitrogen-limitation selections. The most striking of these was *VAC14*, which is mutant in 8 of the 11 different selective environments. Sequence variants in *VAC14* are predominantly loss of function mutations and in two populations we found multiple independent *VAC14* alleles (Figure 3A). *VAC14* encodes a scaffold component of the protein complex regulating inter-conversion of phosphatidylinositide-3-phosphate (PI3P) to phosphatidylinositide-3,5-bisphosphate (PI(3,5)P_2_) [32]. Interestingly, an additional repeatedly mutated locus, *FAB1*, encodes the 1-phosphatidylinositol-3-phosphate 5-kinase that functionally interacts with VAC14. When all mutations identified in clones and populations are considered (Table S1 and Table S2), there is a clear enrichment for molecular functions related to phosphatidylinositol biosynthetic processes and the related processes of autophagosome and vacuole biogenesis (Figure 3B) indicating that they are a convergent target of selection across nitrogen-poor environments. Functional enrichment analysis of mutations in populations and among clones also identified several additional molecular processes related to nitrogen metabolism (Figure 3B). Thus, the molecular basis of adaptive evolution in nitrogen-limited environments exhibits convergence at both the level of individual genes, and at the level of modules, defined by functionally related genes.

It is possible that some adaptive alleles recovered in our experiments are not specifically related to nitrogen utilization, but underlie adaptation to the requirement of continuous growth in nutrient-limited conditions. To identify such loci we compared the loci associated with adaptive evolution in nitrogen-limited environments with those identified in previous studies of adaptation to glucose-, phosphate- and sulfur-limited environments [9], [12]–[14] (Figure 3A). Several loci mutated in both glucose- and nitrogen-limited chemostats encode components of signaling pathways that regulate cell growth in response to the nutritional state of the environment. At least two of these genes (*RIM15* and *WHI2*) regulate entry into a quiescent (G_0_) state. Loss of the ability to enter G_0_ may be beneficial in the chemostat, as even transient entry into G_0_ will prolong the cell division cycle leading to cells being outcompeted. Selection for this class of mutations may be analogous to the recurrent loss of function mutations found in the stress response sigma factor, *rpoS*, in experimental evolution of *E. coli* in chemostats [33]. No mutated loci were shared with phosphate and sulfur-limited selections.

### Identification of a recurrently selected three-locus genotype comprising functionally related genes

The population adapted to ammonium-limitation was the only population in which we did not detect evidence of CNVs in either clones or the entire population (Figure 2B, Table S1 and Table S2). However, clones from this population displayed the greatest divergence in nitrogen catabolite repression (NCR) gene expression among all clones analyzed (Figure 4A and Figure S9) and had large fitness increases (Figure 1A) suggesting that they had undergone significant adaptive evolution.

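The authors' NCR genes are cited to a reference and not listed in the text, so a list of 44 genes under nitrogen catabolite repression was drawn up from general knowledge, of which 43 were measured. Their mean absolute log2(evolved/ancestor) was 1.47 in ammonium c1 and 1.41 in ammonium c2. The other 14 clones had a mean of 0.72 (SD 0.14, 0.48 to 0.90). The difference of 0.73 was larger than that spread (exact two-sided permutation test, p = 0.00833, the smallest that 2 clones among 16 allow). Clones of one environment are not independent, and over the means of 7 environments, a unit chosen after seeing the data, the difference was 0.75 (exact permutation p = 0.143, the smallest that 1 among 7 allows). Divided by the mean over all genes, the divergence of NCR genes was 3.91 and 4.33 in the ammonium-limited clones and 1.06 to 1.96 in the others. The ammonium-limited clones shared a slide with the 3 glutamine-limited clones, and on that slide the difference was 0.72 (exact permutation p = 0.1, the smallest that 2 against 3 allow). The ammonium-limited clones were compared with the reference, not with an ancestor array. From this divergence, and from the fitness increases, the paper proposes that these clones had undergone adaptive evolution.

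**Figure D2:**
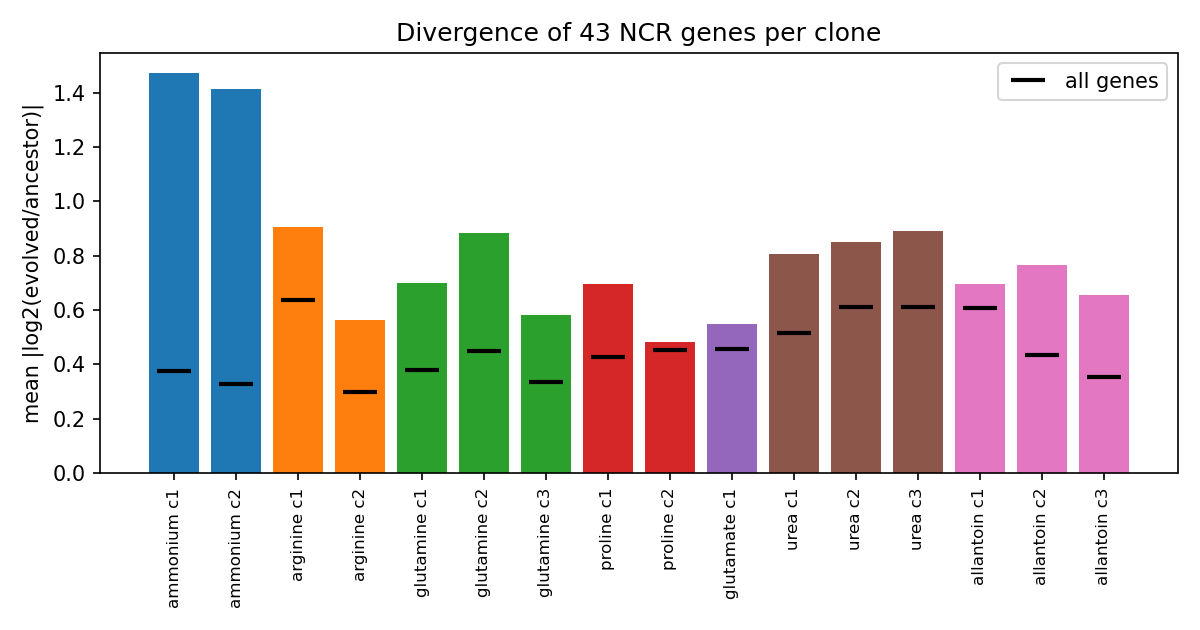
Bars show the mean absolute log2(evolved/ancestor) of 43 NCR genes in each of 16 clones, coloured by environment, and black lines the mean over all genes in the same clone. The bars of the ammonium-limited clones reach 1.47 and 1.41, and the highest of the others reaches 0.90.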

**Figure 4:**
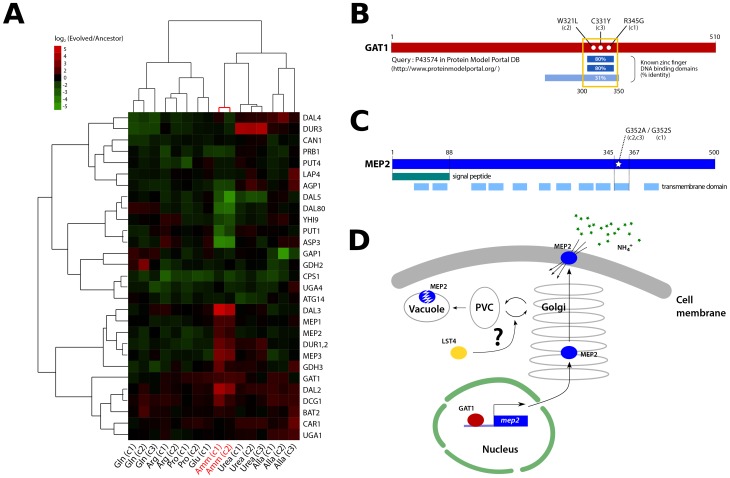
Functional effects of adaptive mutations in a gene network polymorphism. (A) NCR genes are altered in expression in clones recovered from ammonium-limited conditions. Only genes having at least one observation with log_2_ ratio >|1.5| were included (29/38 NCR genes [71]). Genes and samples are hierarchically clustered using centered correlation and complete linkage. (B) Three independently acquired *GAT1* mutations found in a single ammonium-limitation adapted population are clustered in the zinc finger DNA binding domain of the encoded protein. The wild type GAT1 protein sequence was queried using the Protein Model Portal database [72]. (C) Two different point mutations in MEP2 found in ammonium-limitation adapted clones change the identical codon within a putative trans-membrane domain. Domain information was obtained from SGD database (http://www.yeastgenome.org/). (D) GAT1 and LST4 likely regulate the production and delivery of MEP2 to the plasma membrane at the transcriptional and post-translational level, respectively.

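Of the 43 NCR genes measured here, 34 had a log2 ratio above 1.5 or below -1.5 in at least 1 of the 16 clones, and 21 in at least 1 ammonium-limited clone. The paper's values, over its own list, are 29 of 38. Across these 43 genes the ammonium-limited clones had a Pearson correlation of 0.923 with each other. With a threshold of 1, 41 genes passed in at least 1 clone.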

We found that these two clones, and a third that was not analyzed for gene expression, contain mutations in the DNA binding domain of the zinc finger transcription factor *GAT1* (Figure 4B), which encodes a positive regulator of NCR expression [15]. A subset of NCR genes is increased in expression in these clones including those encoding the high affinity (*MEP2*) and low affinity (*MEP1* and *MEP3*) ammonium permease genes (Figure 4A). 

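MEP3 (YPR138C, chromosome XVI from 810984 to 812453 in R64) was at a log2(evolved/ancestor) of 2.92 and 2.55 in ammonium c1 and c2, a mean of 2.73 (standard error 0.30, limma adjusted p = 0.000197). MEP1 (YGR121C, chromosome VII from 731449 to 732927) was at 1.63 and 1.64 (standard error 0.21, limma adjusted p = 0.000591). MEP2 (YNL142W, chromosome XIV from 357453 to 358952) was at 1.64 and 1.15, a mean of 1.39 (standard error 0.28, limma adjusted p = 0.0104), and its adjusted p was 0.0751 with the slide as a random block, 0.354 without ammonium c1 and 0.0733 without ammonium c2. In the other environments the directions were mixed for MEP3 and MEP1, while MEP2 was below 0 in every clone but arginine c2 (0.18). MEP3 was above 0 in all 3 urea-limited clones (0.88, 1.31 and 1.37, a mean of 1.19 with standard error 0.48, limma adjusted p = 0.161), MEP1 in all 3 allantoin-limited clones (0.25, 0.28 and 0.93), and the means over all 14 clones were -0.17, -0.23 and -0.66 for MEP3, MEP1 and MEP2. Among the 43 NCR genes, 12 were above 0 in both ammonium-limited clones, and 5 were above 1.5 in both. By limma 9 were higher when adjusted over the list alone, and 8 over all genes tested. GAT1 (YFL021W) itself was at 1.52 (standard error 0.38, limma adjusted p = 0.0276) and did not pass without ammonium c1 (0.329), without ammonium c2 (0.306) or with the slide as a random block (0.149).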

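Among the same 43 genes, 24 were below 0 in both ammonium-limited clones and 7 had opposite signs, while 11 were below -1.5 in both. By limma 17 were lower when adjusted over the list alone, and 13 over all genes tested. ASP3, averaged over its 4 near-identical copies, was at a log2(evolved/ancestor) of -4.30 (standard error 0.23, limma adjusted p = 7.24e-07). DAL80 (YKR034W, chromosome XI from 506898 to 507707), which encodes a repressor of NCR genes, was at -3.26 and -3.52. DAL5 was at -2.61 and -4.79. DAL2, at 3.91 and 3.15, and DUR1,2, at 2.41 and 1.88, were higher in the same clones. GAP1 was at -0.78 (standard error 0.86, limma adjusted p = 0.651) and did not pass, but did without allantoin c2, whose deletion of GAP1 enters the spread shared by all clones (limma adjusted p = 0.0343). CAN1, at -0.29 (limma adjusted p = 0.572), did not pass, and was at 0.075 with median centring. The genes GLN3 (-0.12), GZF3 (-0.22) and LST4 (-0.023) did not pass either.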

Interestingly, several NCR transcripts are also decreased in expression suggesting that the *GAT1* mutations may have differential effects on its transcriptional targets.

In addition to mutations in *GAT1*, we found that the three clones from the ammonium-limitation selection contained one of two different mutations in the identical codon of a predicted transmembrane domain of the high affinity ammonium transporter *MEP2*, a transcriptional target of GAT1 [34] (Figure 4C). Furthermore, two of these clones contained mutations in *LST4*, which encodes a protein required for efficient sorting of permeases from the Golgi to plasma membrane [35]. The acquired mutations in *LST4* are unlikely to render it non-functional based on drug sensitivity assays (Figure S10). The three genes, *GAT1*, *MEP2* and *LST4* that comprise this recurrently selected multilocus genotype encode functionally related gene products (Figure 4D) consistent with adaptive evolution proceeding via the sequential accumulation of variation in genetic networks within lineages.

### Population dynamics of the three-locus genotype

We aimed to determine the temporal dynamics with which the mutations in *GAT1*, *MEP2* and *LST4* occurred and were selected. Population sequencing of the ammonium-limitation adapted population after 250 generations of selection identified 10 SNPs with detectable allele frequencies (>5%) (Table S1 and Table S2). Allele frequencies in the population are informative about the order in which mutations were acquired in each asexually reproducing lineage; however, the timing of mutational events cannot be deduced on the basis of allele frequencies. To reconstruct the evolutionary history of the lineages we determined allele frequencies throughout the evolution experiments using Sanger sequencing [9] (methods; Figure S11). The resulting trajectories (Figure 5A) show that within a single population the same two locus genotype (*gat1*, *mep2*) was independently generated and selected three times (lineages A1, B1, and B3) and the three locus genotype (*gat1, mep2, lst4*) was generated at least twice (lineages A1 and B3). Interestingly, in both lineages, mutations in *GAT1* and *LST4* occurred in rapid succession and subsequently increased in frequency (i.e. lineage A0 and lineage B3 in Figure 5A), which is suggestive of a synergistic interaction between *LST4* and *GAT1*. Although we detect dramatic changes in allele frequencies during the selection no individual genotype swept to complete fixation (i.e. a “hard sweep”). Rather, competition (i.e. clonal interference) between lineages bearing different alleles in the identical multi-locus genotype resulted in alternating “soft sweeps”.

**Figure 5:**
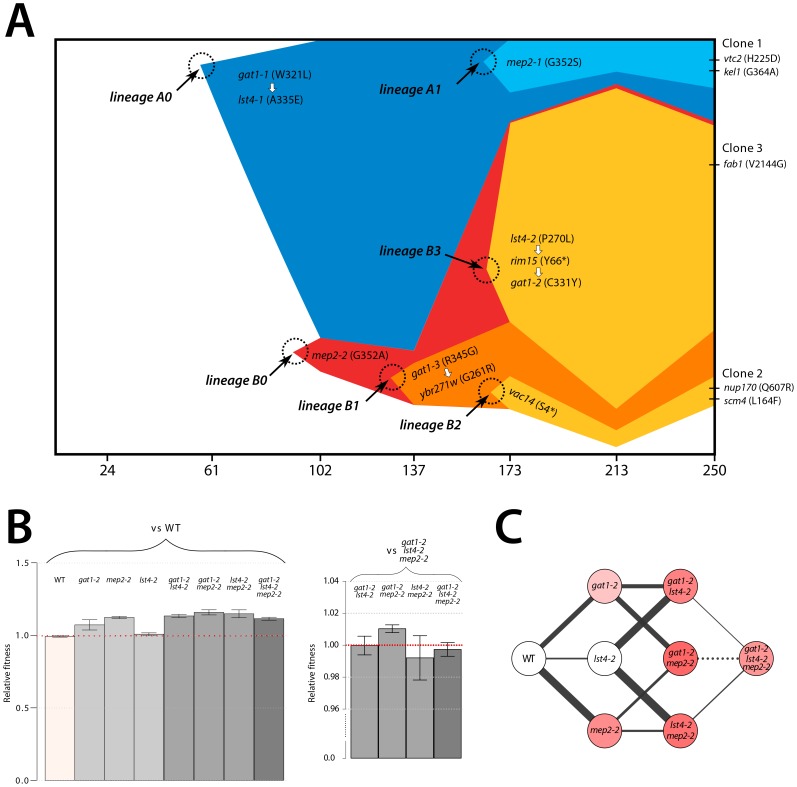
Recurrent selection and evolutionary dynamics of a GNP. (A) Estimated genotype dynamics during adaptive evolution. The time of introduction of each new mutation (dotted circles) is estimated on the basis of detecting an allele frequency of at least 5% in the population. Some mutations were clustered based on their similarity in the dynamics (see Figure S11). The temporal order of mutations that occurred in rapid succession (white arrows) was determined on the basis of their allele frequencies in the final evolved population estimated using deep sequencing data (Figure S7). (B) Fitness estimates of 8 backcrossed strains, representing all possible combinations of alleles that comprise the GNP, from clone 3 isolated from the ammonium-limitation selection were determined by direct competition with either the ancestral or the *gat1-2*/*lst4-2*/*mep2-2* genotypes. Error bars are 95% CI of the regression coefficient. (C) Fitness landscape reconstruction based on the fitness estimates for the 8 genotypes. The selection coefficient values of each strain are represented as color intensity. The width of each edge is proportional to the difference in fitness between two genotypes that edges connect. A solid line indicates a favored path whereas a dashed line indicates a disfavored path. Selection favors thicker, solid lines in the evolutionary trajectory.

### Epistasis constrains the order of mutational events

As functionally related genes are enriched for genetic interactions [36], we hypothesized that epistatic interactions might exist between *GAT1*, *MEP2* and, *LST4*. To test this hypothesis we constructed strains containing the eight possible combinations of the *gat1-2*, *lst4-2* and *mep2-2* alleles identified in clone 3 (methods). The mutations in *MEP2* and *GAT1* are individually beneficial; however, the mutation in *LST4* does not confer a selective advantage on its own (Figure 5B). The double mutation genotypes comprised of either *mep2-2* and *lst4-4* or *gat1-2* and *lst4-2* are more fit than expected by summation of their individual fitness effect providing evidence for positive epistasis. However, we found that the combined effect of the *gat1*-2/*lst4*-2/*mep2*-2 alleles does not result in significantly increased fitness compared with the *gat1-2*/*lst4-2* or *mep2-2*/*lst4-2* double mutant genotypes consistent with negative epistasis. To more accurately compare fitness effects of different genotypes we directly competed double mutant genotypes directly with the *gat1*-2/*lst4*-2/*mep2*-2 genotype. Consistent with our initial observations we find that the *gat1*-2/*lst4*-2/*mep2*-2 triple mutant genotype is not significantly fitter than the *gat1*-2/*lst4*-2 or *lst4*-2/*mep2*-2 double mutant genotypes and is in fact significantly less fit than the *gat1*-2/*mep2*-2 genotype. Thus, an *LST4* mutation is beneficial only in the background of an individual mutation in *GAT1* or *MEP2* whereas it is detrimental in the background of the *GAT1*/*MEP2* double mutant (Figure 5C). This sign epistatic interaction is consistent with the order of mutation acquisition in the three lineages in the population: an *LST4* mutation is observed after the occurrence of a *GAT1* mutation (lineage A0) or a *MEP2* mutation (lineage B3), but not in the lineage that contains a mutation in both *GAT1* and *MEP2* (lineage B1).

## Discussion

A major motivation for Novick and Szilard's introduction of the chemostat was the study of spontaneous mutations and evolution [5]. Seminal studies by Paquin and Adams in the 1980s established the use of budding yeast in experimental evolution studies in chemostats [37], [38]. The advent of genome-scale methods for comprehensive identification of changes in gene expression [39], structural genomic variation [18] and DNA sequence [40] provided insight into the molecular basis of adaptive evolution in chemostats. For many years, experimental evolution using chemostats and budding yeast have primarily been performed using glucose as the growth limiting substrate. More recently, we reported a survey of adaptive evolution of budding yeast in glucose-, phosphate- and sulfur-limited environments [9]. Comparison among these selections revealed that the number of adaptive strategies differs as a function of the selective pressure and thus the details of the selective regime dictate the “repeatability” of evolution. Here, we have built on our recent report of adaptation in nitrogen-limited chemostats [10] to yield a comprehensive survey of adaptive strategies in environments that are limited for different sources of nitrogen. Our new study allows us to draw several general conclusions about the mechanistic bases of adaptive evolution in nutrient-poor environments and provide new insight in the complexity and dynamics of adaptive evolution.

### Alleles that specifically increase the transport kinetics of the compound containing the growth-limiting nutrient are recurrently selected

In a chemostat, the rate of cell growth is constrained by the concentration of a single nutrient that is essential for growth [41]. Thus, there is intense selective pressure for adaptive strategies that improve the import or metabolism of the growth-limiting nutrient. In our study, we initially provided a single source of nitrogen at a growth-limiting concentration. We observed massively increased fitness of in selected lineages following 250 generations of selection when fitness was assessed in the same environment as that in which the selection was performed. In the majority of cases, analysis of individual lineages identified CNVs that include a transporter gene that specifically transports the molecular form of nitrogen provided in the environment. Thus, in addition to the amplification of the *GAP1* locus in glutamine- and glutamate-limited conditions [10], we find *DUR3* amplification alleles in urea-limited environments, *DAL4* amplification alleles in allantoin-limited environments and *PUT4* amplification alleles in proline-limited environments. The fact that these CNVs are detected in DNA samples of entire populations indicates that they are at high frequency in these populations, most likely as a result of selection. Transcriptome analysis indicates that these alleles result in increased gene expression, which likely results in increased protein production. Our new results are consistent with previous studies in budding yeast that have identified amplification of the *HXT6/7* locus in populations adapted to glucose-limitation [9], [12], [17] and amplification of the *SUL1* locus, encoding the high affinity sulfur-permease, in populations adapted to sulfur limitation [9]. The large fitness increases attributable to these specific CNV alleles means that they dominate the evolutionary dynamics of adapting populations thereby limiting the genetic diversity in nutrient-limited environments. CNV alleles have been reported to underlie increased fitness in a diversity of selective environments and organisms, including humans, suggesting that they are a class of genetic variation that are of general importance for adaptive evolution.

Increased fitness associated with nutrient transporter amplification is specific to nutrient-poor environments. Using competitive growth rate assays in nitrogen-rich environment we find that evolved clones tend to have decreased fitness. Similar fitness trade-offs in carbon-rich environments have been reported for lineages adapted to glucose-limited chemostats [14]. Amplified transporter alleles may be an underlying source of this antagonistic pleiotropy. Previously, we have shown that inactivating mutations in *GAP1* are selected in chemostats containing limiting concentrations of non-amino acid nitrogen sources [10]. In the current study we identified a *PUT4* inactivating mutation in a lineage evolved under arginine limitation (Figure 3A). In environments in which the limiting nutrient is present in a predominant molecular form, loss of some transporter genes may be beneficial either through reduction in the energetic cost of their unnecessary production or as a result of a function that is deleterious in the particular environment. Future work will be required to rigorously test the hypothesis that CNV alleles are a molecular basis of antagonistic pleiotropy.

### A hierarchy of generalist strategies underlies adaptive evolution in nutrient-poor environments

In addition to selection of specific transporter amplification alleles in different nitrogen-limited environments, we find evidence for convergent routes to increased fitness across different nitrogen-limited environments. The most striking evidence comes from the multiple inactivating and nonsynonymous mutations that we identified in *VAC14*. We found at least one, and as many as three, independent alleles within the 2.6 kb coding region of *VAC14* in eight of the eleven populations that we studied (Figure 3A). *VAC14* encodes a scaffold component of the protein complex regulating inter-conversion of phosphatidylinositide-3-phosphate (PI3P) to phosphatidylinositide-3,5-bisphosphate (PI(3,5)P_2_) [32]. In addition, we found mutations in *FAB1*, which encodes a PI3P 5-kinase and *VAC7*, a regulator of FAB1, in different nitrogen-limited populations, albeit, much less frequently than *VAC14* mutations (Table S1). Control of PI(3,5)P_2_ levels by VAC14, VAC7 and FAB1 is important for several cellular processes including protein trafficking and maintenance of vacuole size and acidity [42], [43]. Loss of function of VAC14 results in decreased PI(3,5)P_2_ levels leading to enlarged vacuoles due to defective vacuolar fission [44]. Enlarged vacuoles may be beneficial in nitrogen-limited conditions as vacuoles function as a reserve for nitrogen stores as well as being the compartment for recycling of cytosolic proteins through autophagy [45]. Non-synonymous mutations in the *VAC7* and *FAB1* may have similar consequences on PI(3,5)P_2_ levels and vacuole biogenesis as VAC14 loss of function mutations. Although identifying the precise mechanistic basis by which mutations in these functionally related genes contribute to increased fitness in nitrogen-limited environments requires additional study, their selection in different nitrogen-limited environments, and their absence in the mutational spectra identified in other nutrient-limited conditions reported to date, suggests that novel alleles at these loci underlie a generalist strategy specific to nitrogen-limited conditions.

By integration of our results with previous studies in other nutrient-limited environments, we find evidence for adaptive strategies involving remodeling of the TORC1 and Ras/PKA signaling pathways that may be general to nutrient limitation. These signaling pathways control cellular growth rate in response to nutrient availability by regulating diverse cellular processes [46], [47]. In particular, mutations in the regulator of cell cycle exit and entry into G_0_, *RIM15* are found in different glucose- and nitrogen-limitation selections (Figure 3A). RIM15 is known to have an important role in integrating signals from multiple nutrient responsive signaling pathways including TORC1 and Ras/PKA [48], [49]. A reduced capacity to enter a G_0_ state could be beneficial in a variety of nutrient-limitations in chemostats. Consistent with this hypothesis, additional genes that are mutant in both nitrogen- and glucose-limited chemostats include *WHI2*, a negative regulator of G_1_ cyclin expression, *IRA1* and *GPB2*, both of which are negative regulators of the Ras/PKA pathway, and *NGR1*, an RNA-binding protein involved in regulation of cell growth control. Selection for this class of mutations in different nutrient limitations is consistent with the argument that recurrent selection for loss of *rpoS* in *E. coli* populations evolved in glucose-, nitrogen- [50] and phosphorous-limited [51] chemostats underlies a tradeoff between the cellular response to nutrient starvation and maintenance of stress resistance.

### Selected variation accumulates in genetic networks under epistatic constraints

Although transporter amplifications dominate the majority of our adaptive evolution experiments, we did not identify transporter amplification alleles in two of our populations (ammonium and arginine limitation); the population that underwent adaptive evolution in an ammonium-limited environment was the only population in which we did not identify any CNVs or large-scale chromosomal events. Nutrient transport is still a primary target of selection in this population as we found two independently acquired non-synonymous SNPs that result in amino acid substitutions at the same amino acid residue in MEP2 (G352A and G352S). The mutated site is in a predicted trans-membrane domain (Figure 4C) making it likely that these mutations alter the affinity of MEP2 for ammonium either directly or indirectly. Fitness tests of one of a strain containing one of these mutations (G352A) show that this variant confers a fitness increase exceeding 10% (Figure 5B). Interestingly, we find evidence that independently generated alleles containing this precise variant may have been selected in natural yeast populations. Although our ancestral strain, which is isogenic to S288c, encodes a glycine at residue 352 in MEP2, this site is polymorphic among *S. cerevisiae* strains with 19/26 strains in the SGD database (http://www.yeastgenome.org) encoding an alanine at residue 352. Moreover, the reference genomes of *Saccharomyces sensu stricto* species, including *S. uvarum*, *S. mikatae*, and *S. paradoxus*, all contain an alanine at residue 352 in MEP2 homologues. It is interesting to note that a recent study reported recurrent selection of *MEP2* fusion alleles when a hybrid *S. cerevisiae*/*S. uvarum* strain was evolved in ammonium-limited chemostats [52]. *S. cerevisiae* and *S. uvarum* differ at 17 residues in the MEP2 protein, one of which is the 352nd amino acid. Consistent with the importance of the 352A allele under conditions of ammonium-limitation, all independently selected *S. cerevisiae*/*S. uvarum MEP2* fusion alleles retained the carboxy terminus-encoding portion of the *S. uvarum MEP2* allele, which codes for an alanine at codon 352. Collectively, these observations suggest that the selection that we imposed in the laboratory bears some resemblance to selection experienced by yeast cells in the natural world with a strikingly convergent response to selection at the molecular level.

The population adapted to ammonium-limitation provides evidence that accumulation of variation in functionally related genes underlies adaptive evolution in nutrient-limited environments. Two lineages within the population that contain mutations in *MEP2* also contained mutations in *GAT1*, which encodes a transcriptional activator of *MEP2* (in addition to other NCR genes) as well as mutations in *LST4*, which encodes a protein that functions in protein sorting to plasma membranes [53]. Analysis of the dynamics with which these mutations were selected demonstrates that their sequential acquisition underlies clonal interference dynamics in this population. Clonal interference due to multiple independent mutations at the same locus has been documented in a variety of experimental evolution studies (e.g. [54]). Our current results show that competing lineages in the same population can accumulate mutations at multiple, common loci as has been observed in *E. coli* [29]. Interestingly, unlike the recurrently selected three locus genotype identified in [29] comprising variants in *spoT*, *rbs* and *nadR*, which encode functionally unrelated gene products the three loci that define the recurrently selected genotype identified in our study, *GAT1*, *MEP2* and *LST4*, comprise a functionally related gene network (Figure 4D).

The order in which mutations at these three loci are acquired appears to be constrained by epistatic interactions. By studying all possible allelic combinations at these three loci we determined that the *lst4-2* allele exhibits positive epistasis with the *mep2-2* and *gat1-2* alleles individually. However, the two locus *gat1-2*/*mep2-2* genotype is more fit than the three locus *gat1-2*/*mep2-2/lst4-2* genotype (Figure 5C). This negative epistatic interaction is consistent with the observation that an *LST4* mutation occurs in the background of a *GAT1* mutation (lineage A0) or a *MEP2* mutation (lineage B3), but does not occur in the lineage in which both a *GAT1* and *MEP2* mutation has already occurred (lineages B1 and B2) (Figure 5A). It is also interesting to note that the double mutant genotypes (*gat1-2*/*lst4-2* and *lst4-2*/*mep2-2*) and the triple mutant genotype (*gat1-2*/*lst4-2*/*mep2-2*) do not differ significantly in their fitness (Figure 5C), suggesting that they will coexist in an evolving population. Consistent with this expectation, the lineages A0 and A1, which differ only at LST4 and the lineages B1 and B3, which differ at LST4 and two additional loci, co-exist that for around 100 generations (Figure 5A).

Increasingly, resolution of the multigenic basis of quantitative trait variation to nucleotide variants demonstrates that allelic variants in functionally related genes underlies adaptive evolution [55], [56]. As the multi locus genotype that we have identified is 1) comprised of functionally related gene products that 2) interact epistatically with one another, we propose that it comprises a gene network polymorphism (GNP) similar to that reported for the galactose-utilization regulon segregating in diverged *Saccharomyces kudriavzevii* populations [57]. Given a sufficiently large population size, we show that nearly identical GNPs can be recurrently generated and selected within a population resulting in “soft sweeps” in which the GNPs are maintained at intermediate frequencies. The rapid generation of a GNP in a particular niche may lead to balanced unlinked GNPs (buGNPs) segregating in the larger population as observed in the *Saccharomyces kudriavzevii* population [57].

### Conclusion

Our study provides new insight into the functional basis of adaptive evolution in nutrient-limited environments. Consistent with the low concentration of a single growth-limiting substrate representing the dominant selective pressure in a chemostat we find evidence for strong selection of alleles that enhance transport of the specific molecular form of the limiting nutrient. In addition, we have identified a mechanism underlying adaptive evolution that appears to be shared among different nitrogen-limited environments, involving phospholipid metabolism and vacuole biogenesis, and a mechanism shared between nitrogen- and carbon-limited environments, entailing nutrient-responsive growth regulating pathways. The identification of a finite number of adaptive strategies in nutrient-limited environments suggests that adaptive evolution of large populations in nutrient-limited environments proceeds along a limited number of paths. Thus, the combination of precise knowledge of the selective environment experienced by a population of organisms and the molecular mechanisms that underlie growth and survival in that environment is likely to greatly enhance the predictability of adaptive evolution.

## Materials and Methods

### Strains and media

For all adaptive evolution experiments we founded populations with a haploid derivative (FY4) of the S288c reference strain. For competition assays, we integrated constitutively expressed mCherry or mCitrine-labeled constructs, marked with the kanMX4 cassette, at the HO locus using the high efficiency yeast transformation protocol [58]. All nitrogen-limiting media contained 800 µM nitrogen regardless of the molecular form of the nitrogen and 1 g/L CaCl_2_-2H_2_O, 1 g/L of NaCl, 5 g/L of MgSO_4_-7H_2_O, 10 g/L KH_2_PO_4_, 2% glucose and trace metals and vitamins as previously described [59].

### Long-term selection

We founded populations with FY4 in 200 mL of nitrogen-limited media. Chemostat cultures were maintained using Sixfors fermentors (Infors) at 30°C, constantly stirred at 400 rpm in aerobic conditions and diluted at a rate of 0.12 hr^−1^ (population doubling time 5.8 hr). Each steady-state population of ∼10^10^ cells was maintained in continuous mode for 250 generations (∼2 months). A 2 mL population sample was obtained every 20 generations and archived at −80°C in 15% glycerol.

### Isolation of clones

Following 250 generations of selection we randomly plated cells onto rich media (YPD), and selected an unbiased sample of 94 clones. We grew all clones from each population in 96 well plates containing the same nitrogen source as that used in the selection experiment and recorded optical densities at 600 nm every 0.5 hr over 24 hours using a 96-well Tecan plate reader. Each plate included the ancestral strain (FY4) and a blank well. We estimated the growth rate and the saturation density of all strains using the ‘*grofit*’ package [60] in R and selected three clones from each population for further analysis.

### Determination of cell ploidy

We determined the DNA content of evolved clones by staining with Sytox green and analyzing at least 10,000 cells using flow cytometry. FY4 and an isogenic diploid (FY4/FY5) were used for calibration. In addition, each evolved clone was mated with an isogenic strain (FY5) of the opposite mating type (MATα). The resulting strain was sporulated and at least 20 tetrads were dissected using a micromanipulator. Spore viability was determined after three days growth on YPD at 30°C.

### Fitness estimates

Each mutant was competed in a chemostat against the ancestral strain (FY4) or a mutant bearing *gat1-2*, *mep2-2*, and *lst4-2* mutations, engineered to constitutively express either mCherry or mCitrine, in the same nitrogen-limited condition used in the selection experiment. We inoculated the unlabeled evolved clone and labeled reference strain in separate chemostat vessels and obtained steady-state cultures of 200 mL. We then mixed the evolved clone with the labeled reference strain to a final ratio of 1∶5. We obtained 2 mL samples every 2–3 generations over a total of ∼20 generations. Samples were stored at 4°C in phosphate buffered saline (PBS) containing 0.01% Tween 20. The relative ratio of the fluorescently labeled reference strain and the unlabeled evolved clone was measured by counting at least 100,000 cells from each sample using flow cytometry. We used linear regression of the log transformed (ln) ratio of evolved/reference strain abundance against time (in generations) to estimate the selection coefficient (*s*, the slope of the fit linear line) and associated standard error (*s.e*) using the ‘*lm*’ function in R. We calculated the 95% confidence interval of the regression coefficient in R. The relative fitness, normalized to wild type, is *1+s*. Competition assays in batch culture were performed using synthetic deficient (SD) media containing 5 g/L ammonium sulfate and were performed using analogous methods by first growing evolved and fluorescently-labeled ancestral strains in isolation to log phase and then mixing them at a 1∶1 ratio. Cultures were maintained in log phase growth for 24 hours (less than 12 generations) and sampled 5–6 times. The relative abundance of the two strains and fitness coefficients were determined using the same flow cytometry and analytical methods used for chemostat competitions.

### DNA microarrays

RNA samples were obtained from evolved clones grown in chemostats limited for the same nitrogen source in which they had been selected. In addition, we obtained RNA samples of the ancestral strain (FY4) grown in each of the nitrogen-limited conditions. Gene expression profiling was performed using Agilent 60-mer DNA microarrays as previously described [9], [24]. We used a common reference for all expression analysis, obtained from a sample of the ancestral strain grown in an ammonium sulfate-limited chemostat growing at a dilution rate of 0.12 hr^−1^. We identified gene expression variation specific to evolved clones by normalizing each mRNA abundance measurement with the expression level of that transcript in the ancestral strain grown in the same environment.

Array Comparative Genomic Hybridization (aCGH) was performed using Agilent 60mer DNA microarrays as previously described [9], [24]. Genomic DNA (gDNA) from evolved clones and entire populations was prepared using the QIAGEN genomic DNA extraction kit, labeled with Cy3 and co-hybridized with Cy5-labeled DNA from the ancestral strain. The resulting log_2_ transformed ratio was segmented using the ‘*DNAcopy*’ package [61] in R.

### Library preparation for next-generation sequencing

We obtained gDNA from each evolved clone and the ancestral strain (FY4) from 10 mL overnight cultures using the QIAGEN genomic DNA extraction kit. For population samples, gDNA was extracted from 10 mL samples taken directly from the adapting population. 1 µg of gDNA sample was then sonicated in a Covaris AFA to obtain fragments of 300–500 bp. To blunt the ends of fragmented gDNA we incubated with PNK (10 Unit) and T4 DNA polymerase (12 unit) at 20°C for 30 min, and then purified using QIAGEN Min-Elute Columns. Adenosine overhangs were added to the blunted DNA using Exo(-) Klenow (15 Unit) incubated at 37°C for 20 minutes, followed by purification using QIAGEN Min-Elute Column and elution in 19 µL EB buffer. To multiplex genome sequencing we ligated one of six unique 120 bp adapters (BIOO) using Quick ligase at 23°C for 20 minutes. The ligated samples were purified, and adaptor dimers removed, using AMPure XP beads (Agencourt). The purified samples were loaded on a 2% agarose gel with TAE buffer, run at 100 V for 60 min and then stained with SYBR gold. We excised a region of the gel corresponding to 300 to 500 bp and then recovered DNA using a QIAquick Gel Extraction kit. The ligated DNA was PCR amplified using adapter-specific primers and High-Fidelity DNA polymerase in 25 µL reaction volume for 12 cycles to minimize amplification. The concentrations of libraries were determined by qPCR using the Kapa SYBR qPCR Master mix kit and the PhiX library sample as a control. The final samples were diluted in 10 mM Tris-HCl, pH 8.0 and 0.05% Tween 20 and 2 nM of each DNA library was loaded onto a flow cell.

### Sequencing data generation and preprocessing

DNA libraries were sequenced using either single end (36 bp and 77 bp) or paired end (2×100 bp or 2×50 bp) protocols on a Illumina HiSeq 2000. Standard metrics were used to assess data quality. We used the *Saccharomyces cerevisiae* S288C reference genome, obtained from the SGD database on Feb 03, 2011 to align reads using BWA 0.5.9 [62]. We trimmed bases with base quality less than 20 from the 3′ end of each read. We removed reads with mapping quality less than 20. In addition, PCR duplicates were removed using Picard 1.57 (http://picard.sourceforge.net). We generated BAM files from all remaining reads using samtools 0.1.18 [63]. The average read depth of all sequenced strains is ∼160 X as shown in the Table S4.

### SNP and indel identification in clonal samples

To identify SNPs we used samtool 0.1.18 and bcftools 0.1.17 with the Bayesian inference option. We determined an empirical quality score cutoff of 160 using bcftools. For paired end sequencing data we excluded all anomalous read pairs. As clonal individuals are haploid we required SNP alleles to have call frequencies close to 1.0. In duplicated genomic regions or diploidized clones, which may contain heterozygous SNPs, we lowered this requirement to a call frequency near 0.5. In addition, we excluded all SNP calls that were also identified in the ancestral strain. To identify small insertions and deletions (indels) we used the DINDEL package [64]. We first generated candidate variants from BAM files using DINDEL, and then realigned each of them to the reference sequence in order to minimize false positive calls that are frequent in repetitive regions. Indels detected by DINDEL package are therefore defined as those that are shorter than the sequence read length (50 bp or 100 bp depending on sequencing mode).

### Identifying SNP alleles in heterogeneous population

We developed a heuristic threshold to identify low frequency SNPs in population sequencing data. First, we used two different BQ cutoffs, of 20 and 30, to identify SNPs using SNVer [65]. By comparing different population sequencing data to each other and to the ancestor, we identified SNPs in populations as ones that (1) are not found in the sequencing data from the ancestor and (2) exist uniquely in sequencing data from one population using both the high (30) and low (20) BQ cutoff options. We empirically found that optimal p-value cutoff of SNP calls generated using SNVer was 1×10^−8^, and the minimum total number of read counts covering the SNP location should be 50% of the average read counts in each population sequencing data. Using these heuristics we were able to detect SNPs with frequencies of at least 5% in population sequencing data. The allele frequency of each SNP in a population was determined by dividing the number of reads containing the alternative base by the total number of bases mapping to that position.

### Functional enrichment analysis

We collected all GO terms from ‘*GO.db*’ and ‘*org.Sc.sgd.db*’ packages in R, resulting in 6,366 ORFs assigned to 4,583 GO terms. We excluded any GO terms for which the number of assigned genes is less than 2 or more than 100. For a tested set of mutated genes we excluded ones without any GO annotation, incremented the count for each additional mutation identified in loci with multiple independent alleles and included both genes neighboring an intergenic SNPs. We then counted how many mutated loci are assigned to each term. We computed the p-value for each GO term using a one-tailed Fisher exact test. We used a Bonferroni correction to correct for multiple hypothesis testing.

### Drug sensitivity assays

We tested clones for sensitivity to 10 mM D-histidine (D-His) and 500 µM azetidine-2-carboxylate (ADCB), which are imported by nitrogen catabolite repression (NCR) regulated transporters [66]. We aimed to test drug sensitivities in both NCR-repressing and NCR-activating conditions. Therefore we used plates that containued either ammonium, which represses NCR-regulated genes or proline, which results in derepression of NCR-regulated genes [67]. Each mutant was first grown in liquid cultures containing YPD or SD plus ammonium sulfate (SD-AS). We then spotted normalized cell concentrations at ten-fold dilutions on solid agar containing SD-AS or SD plus 5 g/L proline (SD-Pro) with or without the drug. Sensitivity to drugs was determined following 2 days growth at 30°C.

### Estimation of allele and genotype dynamics

We prepared gDNA from population samples taken at 7 intermediate time point in addition to the final generation (i.e. 24, 61, 102, 137, 173, 213, and 250 generations) using a rapid gDNA extraction protocol [68]. We amplified 200–500 bp length amplicons that contain the SNP at a central position. All amplicons were sequenced using Sanger sequencing and the resulting electropherogram analyzed using PeakPicker to estimate allele frequencies as described [9], [69]. Vectors of allele frequencies were clustered and averaged if the Pearson correlation coefficient of two mutations was greater than 0.97 and the difference in allele frequencies in the final generation (based on deep sequencing) was less than 4%. As allele frequency estimates from Sanger sequencing are less accurate than those obtained from deep sequencing data we excluded a small number of allele frequency estimates derived from Sanger sequencing that were inconsistent with our deep sequencing results. All steps in this procedure are summarized in Figure S11.

### Measurement of genetic interactions among alleles

We backcrossed clone 3, recovered from the ammonium-limited condition to the ancestral strain of opposite mating type (FY5; MATα), sporulated the hybrid diploid and dissected tetrads. All segregants were tested for mating type using halo assays [70]. We obtained more than one hundred backcrossed strains bearing different combinations of the 5 mutations acquired by clone 3. Genomic DNA for each strain was prepared using a rapid DNA extraction protocol [68]. Genotyping was performed using allele specific PCR (the list of allele specific primers is presented in Table S5). Eight strains identified by this process contained all possible combinations of the three mutations of interest – *gat1-2*, *mep2-2* and *lst4-2* – and the ancestral alleles of the two additional loci (*RIM15* and *FAB1*) that were not studied. Each strain was individually competed against the mCitrine-labeled reference strains as described.

### Accession numbers

All DNA sequencing data are available from the NCBI Sequence Read Archive with accession number SRP032757. DNA microarray data are available through the NCBI Gene expression Omnibus with accession number GSE52787.

## Supporting Information

Figure S1 Batch culture screening of a random sample of 94 individuals from each adapted population. Mutants with distinct growth characteristics, as determined by growth rate and yield, were selected for further analysis.
(PDF) Click here for additional data file.

Figure S2 Evidence of antagonistic pleiotropy in evolved lineages. Each mutant recovered from evolved populations was competed against a common fluorescently-labeled ancestral strain in batch cultures supplied with 5 g/L ammonium sulfate. Evolved clones exhibited fitness decreases of up to 4% in nitrogen-rich environments.
(PDF) Click here for additional data file.

Figure S3 Complete aCGH results of all analyzed clones and populations that have undergone adaptive evolution in individual nitrogen sources. Most populations have acquired CNVs that include transporters of the specific nitrogen source except in the case of ammonium and arginine-limitation. For visualization, amplified or deleted regions with a minimum length of 10 kb and a log_2_ ratio >|0.5| are indicated by red (amplification) or green (deletion).
(PDF) Click here for additional data file.

Figure S4 Identification of diploid and aneuploid cells. We performed flow cytometry analysis of DNA content of clones and compared them with haploid (FY4) and diploid (FY4/FY5) ancestral strains. Cytometry diagrams are 3D plots: different individuals lie along the y-axis, the z-axis is proportional to the DNA content and the x-axis indicates the per cell DNA content of the individual. Only the highest peak of each clone was compared to the reference strains' peaks in order to determine their ploidy. We also mated each clone to an isogenic MATα strain (FY5) and determined the viability of meiotic products, which is decreased in aneuploid lineages and extremely low for clones that had undergone a diploidization event.
(PDF) Click here for additional data file.

Figure S5 Comparison of transcriptional divergence between clones using the distribution of pair-wise Pearson correlation coefficients as in [9]. Transcriptional divergence among clones adapted to nitrogen limitation is similar to that found for glucose- and phosphate-limited selections. Clones adapted to sulfur-limitation show far greater convergence of transcriptional states.
(PDF) Click here for additional data file.

Figure S6 DNA copy number correlates with mRNA abundance. (A) CNVs result in increased gene expression. Nitrogen transporter genes located in CNVs tend to increase in expression with increased copy number. (B) All aneuploids identified showed increased mRNA expression of most genes in amplified chromosomes.

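In arginine c2, 80.9% of 89 genes on chromosome I and 73.3% of 480 genes on chromosome XII had a log2(evolved/ancestor) above 0, and in arginine c1 58.3% of the genes on chromosome XII did. On chromosome XI, with 302 genes, the share was 44.7% on the array labelled glutamine c2 and 90.7% on that labelled glutamine c3. On chromosome XIV, with 378 genes, it was 45.2%, 43.7% and 41.8% in allantoin c1, c2 and c3 relative to their ancestor, and 66.7%, 72.5% and 73.8% against the common reference. Genes of one chromosome in one clone are not independent replicates, so these shares carry no test.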

(PDF) Click here for additional data file.

Figure S7 Allele frequencies distributions for each population based on whole genome sequencing. We estimated allele frequencies for all SNPs that were present at greater than ∼5% using deep sequencing read counts in 11 different nitrogen-limited populations.
(PDF) Click here for additional data file.

Figure S8 CNVs are frequently selected in the presence of mixed nitrogen sources. Complete aCGH results for all populations and clones evolved in mixed nitrogen source environments. CNVs that include transporters for non-preferred nitrogen sources (urea, allantoin and proline) are preferentially selected when multiple nitrogen sources are present.
(PDF) Click here for additional data file.

Figure S9 Significance analysis of NCR expression divergence in adapted clones. In most adaptations, NCR genes were significantly altered in expression. 

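The mean absolute log2 ratio of 43 NCR genes was compared in each clone with 10000 random sets of 43 genes. Fewer than 5% of the random sets reached the NCR genes in 13 of 16 clones, before and after Benjamini-Hochberg adjustment over the clones. The exceptions were proline c2 (share 0.347), glutamate c1 (0.0799) and allantoin c1 (0.131). With random sets matched on mean signal the count was 11 of 16, and urea c2 (0.263) and urea c3 (0.118) no longer passed. Each share describes 1 clone against its own genes, not replicates of a condition.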

The statistical significance of NCR expression divergence (p-value) was calculated by 1) generating a null distribution by obtaining the mean absolute log_2_ gene expression ratio of 1,000 randomly chosen sets of 38 genes (without replacement) among all yeast ORFs on the microarray and then 2) computing the probability of obtaining an average absolute log2 gene expression ratio (indicated by a dotted red line) for the 38 measured NCR genes in the corresponding clone equal to or greater than that value. The greatest divergence in NCR expression is found among clones adapted to ammonium-limitation.
(PDF) Click here for additional data file.

Figure S10 Drug sensitivity phenotypes of clonal isolates possessing *LST4* mutations. *Lst4* null mutants are resistant to the toxic proline analogue, azetidine-2-carboxylate (ADCB) [53] as it is required for proper trafficking of nitrogen permeases. Clones from the ammonium-limited population (c1 and c3) carrying mutations in *LST4* are not resistant to ADCB indicating that these are not loss of function mutations. As a control, adapted clones were also test for resistance to D-histidine, which is conferred by loss of function mutations in *GAP1*. Drug sensitivities were tested in both NCR derepressed (SD-P) and NCR repressed (SD-AS) conditions.
(PDF) Click here for additional data file.

Figure S11 Procedure for estimating allele dynamics in the ammonium-limited population using Sanger sequencing. (A) Deep sequencing and Sanger sequencing showed good agreement as methods for inferring allele frequencies (R^2^ = 0.67441). (B) Allele frequency dynamics before clustering and normalization of alleles. (C) Clustering of all mutations based on the correlation in their allele frequency dynamics. We averaged the allele frequencies of mutations that fulfilled all of the following criteria: 1) occurred within the same clone, 2) had frequency dynamics with Pearson correlation coefficients >0.97 and 3) had differences in allele frequencies at the terminal generations less than 5% based on deep sequencing data. (D) Simplified allele dynamics model. Allele frequencies of less than 5% at earlier generations were excluded since they are below the level of background noise associated with estimation using Sanger sequencing.
(PDF) Click here for additional data file.

Table S1 All mutations identified in clones.
(XLSX) Click here for additional data file.

Table S2 All mutations identified in populations.
(XLSX) Click here for additional data file.

Table S3 All mutations with minor frequency (∼5%) in the allantoin-limited adaptation, which contained a mutator phenotype.
(XLSX) Click here for additional data file.

Table S4 Average sequence read depth of all sequenced populations and clones.
(PDF) Click here for additional data file.

Table S5 List of primers used for allele specific PCR genotyping.
(PDF) Click here for additional data file.

## References

[1] DeanAM, ThorntonJW (2007) Mechanistic approaches to the study of evolution: the functional synthesis. Nature Reviews Genetics 8: 675–688 doi:10.1038/nrg2160 10.1038/nrg2160PMC248820517703238

[2] ThomsonJM, GaucherEA, BurganMF, De KeeDW, LiT, et al (2005) Resurrecting ancestral alcohol dehydrogenases from yeast. Nature genetics 37: 630–635 doi:10.1038/ng1553 1586430810.1038/ng1553PMC3618678

[3] BridghamJT, OrtlundEA, ThorntonJW (2009) An epistatic ratchet constrains the direction of glucocorticoid receptor evolution. Nature 461: 515–519 doi:10.1038/nature08249 1977945010.1038/nature08249PMC6141187

[4] ElenaSF, LenskiRE (2003) Evolution experiments with microorganisms: the dynamics and genetic bases of adaptation. Nature Reviews Genetics 4: 457–469 doi:10.1038/nrg1088 10.1038/nrg108812776215

[5] NovickA, SzilardL (1950) Description of the chemostat. Science 112: 715–716.1478750310.1126/science.112.2920.715

[6] MonodJ (1950) La technique de culture continue. Théorie et applications. Ann Inst Pasteur 79: 390–410.

[7] LenskiRE, TravisanoM (1994) Dynamics of adaptation and diversification: a 10,000-generation experiment with bacterial populations. Proceedings of the National Academy of Sciences 91: 6808–6814.10.1073/pnas.91.15.6808PMC442878041701

[8] LangGI, BotsteinD, DesaiMM (2011) Genetic variation and the fate of beneficial mutations in asexual populations. Genetics 188: 647–661 doi:10.1534/genetics.111.128942 2154654210.1534/genetics.111.128942PMC3176544

[9] GreshamD, DesaiMM, TuckerCM, JenqHT, PaiDA, et al (2008) The repertoire and dynamics of evolutionary adaptations to controlled nutrient-limited environments in yeast. PLoS Genet 4: e1000303 doi:10.1371/journal.pgen.1000303.t005 1907957310.1371/journal.pgen.1000303PMC2586090

[10] GreshamD, UsaiteR, GermannSM, LisbyM, BotsteinD, et al (2010) Adaptation to diverse nitrogen-limited environments by deletion or extrachromosomal element formation of the GAP1 locus. Proceedings of the National Academy of Sciences 107: 18551–18556 doi:10.1073/pnas.1014023107 10.1073/pnas.1014023107PMC297293520937885

[11] FerenciT (2007) Bacterial physiology, regulation and mutational adaptation in a chemostat environment. Advances in microbial physiology 53: 169–315 doi:10.1016/S0065-2911(07)53003-1 1770714510.1016/S0065-2911(07)53003-1

[12] KaoKC, SherlockG (2008) Molecular characterization of clonal interference during adaptive evolution in asexual populations of Saccharomyces cerevisiae. Nature genetics 40: 1499–1504 doi:10.1038/ng.280 1902989910.1038/ng.280PMC2596280

[13] KvitekDJ, SherlockG (2011) Reciprocal sign epistasis between frequently experimentally evolved adaptive mutations causes a rugged fitness landscape. PLoS Genet 7: e1002056 doi:10.1371/journal.pgen.1002056 2155232910.1371/journal.pgen.1002056PMC3084205

[14] WengerJW, PiotrowskiJ, NagarajanS, ChiottiK, SherlockG, et al (2011) Hunger artists: yeast adapted to carbon limitation show trade-offs under carbon sufficiency. PLoS Genet 7: e1002202 doi:10.1371/journal.pgen.1002202 2182939110.1371/journal.pgen.1002202PMC3150441

[15] MagasanikB, KaiserCA (2002) Nitrogen regulation in Saccharomyces cerevisiae. Gene 290: 1–18 doi:10.1016/S0378-1119(02)00558-9 1206279710.1016/s0378-1119(02)00558-9

[16] CooperTG (2002) Transmitting the signal of excess nitrogen in Saccharomyces cerevisiae from the Tor proteins to the GATA factors: connecting the dots. FEMS Microbiology Reviews 26: 223–238 doi:10.1111/j.1574-6976.2002.tb00612.x 1216542510.1111/j.1574-6976.2002.tb00612.xPMC4384438

[17] BrownCJ, ToddKM, RosenzweigRF (1998) Multiple duplications of yeast hexose transport genes in response to selection in a glucose-limited environment. Mol Biol Evol 15: 931–942.971872110.1093/oxfordjournals.molbev.a026009

[18] DunhamMJ, BadraneH, FereaT, AdamsJ, BrownPO, et al (2002) Characteristic genome rearrangements in experimental evolution of Saccharomyces cerevisiae. Proceedings of the National Academy of Sciences of the United States of America 99: 16144–16149 doi:10.1073/pnas.242624799 1244684510.1073/pnas.242624799PMC138579

[19] ZhongS, KhodurskyA, DykhuizenDE, DeanAM (2004) Evolutionary genomics of ecological specialization. Proceedings of the National Academy of Sciences of the United States of America 101: 11719 doi:10.1073/pnas.0404397101 1528960910.1073/pnas.0404397101PMC511043

[20] ZhangH, ZeidlerAFB, SongW, PucciaCM, MalcE, et al (2013) Gene copy-number variation in haploid and diploid strains of the yeast Saccharomyces cerevisiae. Genetics 193: 785–801 doi:10.1534/genetics.112.146522 2330789510.1534/genetics.112.146522PMC3583998

[21] DorseyM, PetersonC, BrayK, PaquinCE (1992) Spontaneous amplification of the ADH4 gene in Saccharomyces cerevisiae. Genetics 132: 943–950.145944510.1093/genetics/132.4.943PMC1205250

[22] RancatiG, PavelkaN, FlehartyB, NollA, TrimbleR, et al (2008) Aneuploidy underlies rapid adaptive evolution of yeast cells deprived of a conserved cytokinesis motor. Cell 135: 879–893 doi:10.1016/j.cell.2008.09.039 1904175110.1016/j.cell.2008.09.039PMC2776776

[23] GersteinAC, OttoSP (2011) Cryptic fitness advantage: diploids invade haploid populations despite lacking any apparent advantage as measured by standard fitness assays. PloS one 6: e26599 doi:10.1371/journal.pone.0026599 2217473410.1371/journal.pone.0026599PMC3235103

[24] TorresEM, SokolskyT, TuckerCM, ChanLY, BoselliM, et al (2007) Effects of aneuploidy on cellular physiology and cell division in haploid yeast. Science 317: 916–924 doi:10.1126/science.1142210 1770293710.1126/science.1142210

[25] LynchM, SungW, MorrisK, CoffeyN, LandryCR, et al (2008) A genome-wide view of the spectrum of spontaneous mutations in yeast. Proceedings of the National Academy of Sciences of the United States of America 105: 9272–9277 doi:10.1073/pnas.0803466105 1858347510.1073/pnas.0803466105PMC2453693

[26] ArayaCL, PayenC, DunhamMJ, FieldsS (2010) Whole-genome sequencing of a laboratory-evolved yeast strain. BMC Genomics 11: 88 doi:10.1186/1471-2164-11-88 2012892310.1186/1471-2164-11-88PMC2829512

[27] DettmanJR, RodrigueN, MelnykAH, WongA, BaileySF, et al (2012) Evolutionary insight from whole-genome sequencing of experimentally evolved microbes. Mol Ecol 21: 2058–2077 doi:10.1111/j.1365-294X.2012.05484.x 2233277010.1111/j.1365-294X.2012.05484.x

[28] Notley-McRobbL, SeetoS, FerenciT (2003) The influence of cellular physiology on the initiation of mutational pathways in Escherichia coli populations. Proc Biol Sci 270: 843–848 doi:10.1098/rspb.2002.2295 1273766310.1098/rspb.2002.2295PMC1691312

[29] HerronMD, DoebeliM (2013) Parallel Evolutionary Dynamics of Adaptive Diversification in Escherichia coli. PLoS Biol 11: e1001490 doi:10.1371/journal.pbio.1001490 2343127010.1371/journal.pbio.1001490PMC3576414

[30] MaharjanR, SeetoS, Notley-McRobbL, FerenciT (2006) Clonal adaptive radiation in a constant environment. Science 313: 514–517 doi:10.1126/science.1129865 1682553210.1126/science.1129865

[31] MaharjanRP, FerenciT, ReevesPR, LiY, LiuB, et al (2012) The multiplicity of divergence mechanisms in a single evolving population. Genome Biology 13: R41 doi:10.1186/gb-2012-13-6-r41 2268252410.1186/gb-2012-13-6-r41PMC3446313

[32] JinN, ChowCY, LiuL, ZolovSN, BronsonR, et al (2008) VAC14 nucleates a protein complex essential for the acute interconversion of PI3P and PI(3,5)P(2) in yeast and mouse. The EMBO Journal 27: 3221–3234 doi:10.1038/emboj.2008.248 1903725910.1038/emboj.2008.248PMC2600653

[33] Notley-McRobbL, KingT, FerenciT (2002) rpoS mutations and loss of general stress resistance in Escherichia coli populations as a consequence of conflict between competing stress responses. Journal of bacteriology 184: 806–811 doi:10.1128/JB.184.3.806-811.2002 1179075110.1128/JB.184.3.806-811.2002PMC139526

[34] ScherensB, FellerA, VierendeelsF, MessenguyF, DuboisE (2006) Identification of direct and indirect targets of the Gln3 and Gat1 activators by transcriptional profiling in response to nitrogen availability in the short and long term. FEMS Yeast Research 6: 777–791 doi:10.1111/j.1567-1364.2006.00060.x 1687942810.1111/j.1567-1364.2006.00060.x

[35] RobergKJ, BickelS, RowleyN, KaiserCA (1997) Control of amino acid permease sorting in the late secretory pathway of Saccharomyces cerevisiae by SEC13, LST4, LST7 and LST8. Genetics 147: 1569–1584.940982210.1093/genetics/147.4.1569PMC1208332

[36] CostanzoM, BaryshnikovaA, BellayJ, KimY, SpearED, et al (2010) The Genetic Landscape of a Cell. Science 327: 425–431 doi:10.1126/science.1180823 2009346610.1126/science.1180823PMC5600254

[37] PaquinC, AdamsJ (1983) Frequency of fixation of adaptive mutations is higher in evolving diploid than haploid yeast populations. Nature 302: 495–500.633994710.1038/302495a0

[38] PaquinCE, AdamsJ (1983) Relative fitness can decrease in evolving asexual populations of S. cerevisiae. Nature 306: 368–370.1675249210.1038/306368a0

[39] FereaTL, BotsteinD, BrownPO, RosenzweigRF (1999) Systematic changes in gene expression patterns following adaptive evolution in yeast. Proceedings of the National Academy of Sciences 96: 9721–9726 doi:10.1073/pnas.96.17.9721 10.1073/pnas.96.17.9721PMC2227710449761

[40] GreshamD, RuderferDM, PrattSC, SchachererJ, DunhamMJ, et al (2006) Genome-wide detection of polymorphisms at nucleotide resolution with a single DNA microarray. Science 311: 1932–1936 doi:10.1126/science.1123726 1652792910.1126/science.1123726

[41] KubitschekHE (1970) Introduction to research with continuous cultures. Prentice Hall 195.

[42] RudgeSA, AndersonDM, EmrSD (2004) Vacuole size control: regulation of PtdIns(3,5)P2 levels by the vacuole-associated Vac14-Fig4 complex, a PtdIns(3,5)P2-specific phosphatase. Molecular Biology of the Cell 15: 24–36 doi:10.1091/mbc.E03-05-0297 1452801810.1091/mbc.E03-05-0297PMC307524

[43] DoveSK, McEwenRK, MayesA, HughesDC, BeggsJD, et al (2002) Vac14 controls PtdIns (3, 5) P2 synthesis and Fab1-dependent protein trafficking to the multivesicular body. Curr Biol 12: 885–893 doi:10.1016/S0960-9822(02)00891-6 1206205110.1016/s0960-9822(02)00891-6

[44] WeismanLS (2003) Yeast vacuole inheritance and dynamics. Annu Rev Genet 37: 435–460 doi:10.1146/annurev.genet.37.050203.103207 1461606910.1146/annurev.genet.37.050203.103207

[45] LiSC, KanePM (2009) The yeast lysosome-like vacuole: endpoint and crossroads. Biochim Biophys Acta 1793: 650–663 doi:10.1016/j.bbamcr.2008.08.003 1878657610.1016/j.bbamcr.2008.08.003PMC2906225

[46] CardenasME, CutlerNS, LorenzMC, Di ComoCJ, HeitmanJ (1999) The TOR signaling cascade regulates gene expression in response to nutrients. Genes Dev 13: 3271–3279 doi:10.1101/gad.13.24.3271 1061757510.1101/gad.13.24.3271PMC317202

[47] TamanoiF (2011) Ras signaling in yeast. Genes Cancer 2: 210–215 doi:10.1177/1947601911407322 2177949410.1177/1947601911407322PMC3128628

[48] CameroniE, HuloN, RoosenJ, WinderickxJ, De VirgilioC (2004) The novel yeast PAS kinase Rim15 orchestrates G0-associated antioxidant defense mechanisms. Cell Cycle 3: 460–466 doi:10.4161/cc.3.4.791 15300954

[49] SwinnenE, WankeV, RoosenJ, SmetsB, DuboulozF, et al (2006) Rim15 and the crossroads of nutrient signalling pathways in Saccharomyces cerevisiae. Cell Div 1: 3 doi:10.1186/1747-1028-1-3 1675934810.1186/1747-1028-1-3PMC1479807

[50] FerenciT (2003) What is driving the acquisition of mutS and rpoS polymorphisms in Escherichia coli? Trends Microbiol 11: 457–461 doi:10.1016/j.tim.2003.08.003 1455702810.1016/j.tim.2003.08.003

[51] WangL, SpiraB, ZhouZ, FengL, MaharjanRP, et al (2010) Divergence involving global regulatory gene mutations in an Escherichia coli population evolving under phosphate limitation. Genome Biol Evol 2: 478–487 doi:10.1093/gbe/evq035 2063931610.1093/gbe/evq035PMC2997555

[52] DunnB, PaulishT, StanberyA, PiotrowskiJ, KonigesG, et al (2013) Recurrent Rearrangement during Adaptive Evolution in an Interspecific Yeast Hybrid Suggests a Model for Rapid Introgression. PLoS Genet 9: e1003366 doi:10.1371/journal.pgen.1003366 2355528310.1371/journal.pgen.1003366PMC3605161

[53] Rubio-TexeiraM, KaiserCA (2006) Amino acids regulate retrieval of the yeast general amino acid permease from the vacuolar targeting pathway. Molecular Biology of the Cell 17: 3031–3050 doi:10.1091/mbc.E05-07-0669 1664137310.1091/mbc.E05-07-0669PMC1483039

[54] LeeM-C, MarxCJ (2013) Synchronous waves of failed soft sweeps in the laboratory: remarkably rampant clonal interference of alleles at a single locus. Genetics 193: 943–952 doi:10.1534/genetics.112.148502 2330789810.1534/genetics.112.148502PMC3584008

[55] GerkeJ, LorenzK, CohenB (2009) Genetic interactions between transcription factors cause natural variation in yeast. Science 323: 498–501 doi:10.1126/science.1166426 1916474710.1126/science.1166426PMC4984536

[56] SteinerCC, WeberJN, HoekstraHE (2007) Adaptive variation in beach mice produced by two interacting pigmentation genes. PLoS Biol 5: e219 doi:10.1371/journal.pbio.0050219.g001 1769664610.1371/journal.pbio.0050219PMC1945039

[57] HittingerCT, GonçalvesP, SampaioJP, DoverJ, JohnstonM, et al (2010) Remarkably ancient balanced polymorphisms in a multi-locus gene network. Nature 464: 54–58 doi:10.1038/nature08791 2016483710.1038/nature08791PMC2834422

[58] GietzRD, SchiestlRH (2007) High-efficiency yeast transformation using the LiAc/SS carrier DNA/PEG method. Nature protocols 2: 31–34 doi:10.1038/nprot.2007.13 1740133410.1038/nprot.2007.13

[59] BrauerMJ, HuttenhowerC, AiroldiEM, RosensteinR, MateseJC, et al (2008) Coordination of Growth Rate, Cell Cycle, Stress Response, and Metabolic Activity in Yeast. Molecular Biology of the Cell 19: 352–367 doi:10.1091/mbc.E07-08-0779 1795982410.1091/mbc.E07-08-0779PMC2174172

[60] KahmM, HasenbrinkG, Lichtenberg-FratéH, LudwigJ, KschischoM (2010) grofit: fitting biological growth curves with R. Journal of Statistical Software 33: 1–21.20808728

[61] VenkatramanES, OlshenAB (2007) A faster circular binary segmentation algorithm for the analysis of array CGH data. Bioinformatics 23: 657–663 doi:10.1093/bioinformatics/btl646 1723464310.1093/bioinformatics/btl646

[62] LiH, DurbinR (2010) Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics 26: 589–595 doi:10.1093/bioinformatics/btp698 2008050510.1093/bioinformatics/btp698PMC2828108

[63] LiH, HandsakerB, WysokerA, FennellT, RuanJ, et al (2009) The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078–2079 doi:10.1093/bioinformatics/btp352 1950594310.1093/bioinformatics/btp352PMC2723002

[64] AlbersCA, LunterG, MacArthurDG, McVeanG, OuwehandWH, et al (2011) Dindel: accurate indel calls from short-read data. Genome Res 21: 961–973 doi:10.1101/gr.112326.110 2098055510.1101/gr.112326.110PMC3106329

[65] WeiZ, WangW, HuP, LyonGJ, HakonarsonH (2011) SNVer: a statistical tool for variant calling in analysis of pooled or individual next-generation sequencing data. Nucleic Acids Research 39: e132 doi:10.1093/nar/gkr599 2181345410.1093/nar/gkr599PMC3201884

[66] AndréassonC, NeveEPA, LjungdahlPO (2004) Four permeases import proline and the toxic proline analogue azetidine-2-carboxylate into yeast. Yeast 21: 193–199 doi:10.1002/yea.1052 1496842510.1002/yea.1052

[67] SchureEG, RielNA, VerripsCT (2000) The role of ammonia metabolism in nitrogen catabolite repression in Saccharomyces cerevisiae. FEMS Microbiology Reviews 24: 67–83 doi:10.1111/j.1574-6976.2000.tb00533.x 1064059910.1111/j.1574-6976.2000.tb00533.x

[68] LõokeM, KristjuhanK, KristjuhanA (2011) Extraction of genomic DNA from yeasts for PCR-based applications. BioTechniques 50: 325–328 doi:10.2144/000113672 2154889410.2144/000113672PMC3182553

[69] GeB, GurdS, GaudinT, DoreC, LepageP, et al (2005) Survey of allelic expression using EST mining. Genome Res 15: 1584–1591 doi:10.1101/gr.4023805 1625146810.1101/gr.4023805PMC1310646

[70] JuliusD, BlairL, BrakeA, SpragueG, ThornerJ (1983) Yeast alpha factor is processed from a larger precursor polypeptide: the essential role of a membrane-bound dipeptidyl aminopeptidase. Cell 32: 839–852.633907510.1016/0092-8674(83)90070-3

[71] GodardP, UrrestarazuA, VissersS, KontosK, BontempiG, et al (2007) Effect of 21 different nitrogen sources on global gene expression in the yeast Saccharomyces cerevisiae. Molecular and Cellular Biology 27: 3065–3086 doi:10.1128/MCB.01084-06 1730803410.1128/MCB.01084-06PMC1899933

[72] ArnoldK, KieferF, KoppJ, BatteyJND, PodvinecM, et al (2009) The Protein Model Portal. J Struct Funct Genomics 10: 1–8 doi:10.1007/s10969-008-9048-5 1903775010.1007/s10969-008-9048-5PMC2704613

[73] DrotschmannK (1999) Mutator phenotypes of yeast strains heterozygous for mutations in the MSH2 gene. Proceedings of the National Academy of Sciences 96: 2970–2975 doi:10.1073/pnas.96.6.2970 10.1073/pnas.96.6.2970PMC1587910077621

[74] BarrickJE, LenskiRE (2009) Genome-wide mutational diversity in an evolving population of Escherichia coli. Cold Spring Harb Symp Quant Biol 74: 119–129 doi:10.1101/sqb.2009.74.018 1977616710.1101/sqb.2009.74.018PMC2890043

# Supplementary material for: Molecular Specificity, Convergence and Constraint Shape Adaptive Evolution in Nutrient-Poor Environments
**Source:** PLoS Genet. 2014 Jan 9;10(1):e1004041. doi: 10.1371/journal.pgen.1004041
**Supplement:** Table S4 — Average sequence read depth of all sequenced populations and clones.

| Nitrogen source | sample     | sequencing type | average RD |
|-----------------|------------|-----------------|------------|
| Ammonium        | C1         | 100x100         | 316.8      |
| Ammonium        | C2         | 100x100         | 339.9      |
| Ammonium        | C3         | 100x100         | 271.7      |
| Ammonium        | population | 100x100         | 316.6      |
| Arginine        | C1         | 100x100         | 99.9       |
| Arginine        | C2         | 100x100         | 134.1      |
| Arginine        | C3         | 100x100         | 142.7      |
| Arginine        | population | 100x100         | 159.0      |
| Glutamine       | C1         | 100x100         | 259.6      |
| Glutamine       | C2         | 100x100         | 616.4      |
| Glutamine       | C3         | 100x100         | 443.5      |
| Glutamine       | population | 77              | 31.1       |
| Proline         | C1         | 36              | 20.5       |
| Proline         | C2         | 100x100         | 144.7      |
| Proline         | population | 100x100         | 347.0      |

| Nitrogen source   | sample     | sequencing type | average RD |
|-------------------|------------|-----------------|------------|
| Glutamate         | C1         | 50x50           | 14.9       |
| Glutamate         | population | 77              | 47.6       |
| Urea              | C1         | 50x50           | 38.6       |
| Urea              | C2         | 50x50           | 38.3       |
| Urea              | C3         | 50x50           | 53.7       |
| Urea              | population | 100x100         | 126.0      |
| Allantoin         | C1         | 36              | 11.7       |
| Allantoin         | C2         | 50x50           | 53.8       |
| Allantoin         | C3         | 50x50           | 34.0       |
| Allantoin         | population | 100x100         | 233.2      |
| Gln/Alla          | population | 77              | 45.5       |
| Gln/Pro/Alla/Urea | population | 77              | 45.3       |
| Gln/Pro/Alla      | population | 77              | 53.1       |
| Gln/Pro           | population | 77              | 45.4       |
| -                 | FY4        | 100x100         | 254.4      |

# Supplementary material for: Molecular Specificity, Convergence and Constraint Shape Adaptive Evolution in Nutrient-Poor Environments
**Source:** PLoS Genet. 2014 Jan 9;10(1):e1004041. doi: 10.1371/journal.pgen.1004041
**Supplement:** Table S5 — List of primers used for allele specific PCR genotyping.

List of primers used for allele specific PCR for clone 3 recovered from the ammonium-limited population

| chromosome | position | WT:MT allele | gene         | Common Forward primer  | Wild-type reverse primer | Mutant type reverse primer |
|------------|----------|--------------|--------------|------------------------|--------------------------|----------------------------|
| chr06      | 190932   | T:G          | <i>FAB1</i>  | AAAAACAGCCACACACTTGAGA | AGCTTTACCTGTTTGTTCGA     | AGCTTTACCTGTTTGTTCGC       |
| chr06      | 96957    | G:A          | <i>GAT1</i>  | TCCTCCTTCGATGACCACTT   | GAAGAGGCCGCAAGCATTGC     | GAAGAGGCCGCAAGCATTGT       |
| chr11      | 117178   | G:A          | <i>LST4</i>  | TGCCATTAGGAGAGGAAGGA   | TATTGACATCAGGACGCATTATCC | TATTGACATCAGGACGCATTATCT   |
| chr14      | 358507   | G:C          | <i>MEP2</i>  | GTTCGTGCCAATCTGGTC     | AGTTAATACAGAACCAATACAAC  | AGTTAATACAGAACCAATACAAG    |
| chr06      | 74230    | A:C          | <i>RIM15</i> | CTGGCCACAGAGAAGAATCC   | GTTCCACTGTGGAGAGCCA      | CTGGCCACAGAGAAGAATCC       |

How the deposited data were processed for this re-analysis (not part of the article)

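Expression of the ancestral yeast strain FY4 and of clones recovered after 250 generations in nitrogen-limited chemostats (800 µM nitrogen, dilution rate 0.12 per hour) was measured on 22 Agilent arrays with 2 colours, 16 of evolved clones and 6 of the ancestor. Which array is which clone was taken from the sample labels, with the environment and clone number as given there. The authors deposited scanner files with the mean and background intensity of each spot, extracted by Agilent's software and not normalized further for these columns. The authors' own log10 ratio of the same spots, made by the scanner software with its background and dye correction, and a series table on the log2 scale were deposited too, and were used as alternatives. Set against the log2 of the software's ratio averaged over spots that were not flagged as outliers, the table had a correlation of 0.843 on the array of the allantoin-limited ancestor, which had 440 flagged spots, 0.952 on that of the proline-limited ancestor and about 0.998 or higher on the others. With the flagged spots included these 2 correlations were 0.971 and 0.991, and between 90.8% and 99.0% of the values of an array were within 0.01 of the table, so how the table was averaged is not settled in full. The paper's methods name neither the background correction nor the dye normalization of these arrays.

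Spots flagged as outliers and control spots were left out, intensities were corrected with normexp (offset 50) and normalized by loess within each array with limma 3.58.1 in R 4.3.3, and spots of one probe were averaged. The 3 array designs carry the same 6256 probes, 1 per gene, and 6094 genes were measured on all arrays. Ratios are Cy5 over Cy3, the sample over the common reference. Each evolved clone was set against the 1 ancestor array of its environment. The ammonium-limited clones were set against 0, since the reference is their ancestor. Differential expression was fitted with limma over all arrays in 1 model, with Benjamini-Hochberg adjustment at 0.05, and the spread came from clones of one environment, so that it includes their genetic differences. The other results were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Exact permutation tests are two-sided. Random gene lists numbered 10000, or 2000 for chromosomes not listed as amplified, and those for chromosomes and regions were matched on mean signal.

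On simulated data with 200 genes changed by 2 on the log2 scale among 6094, the limma fit recovered 94% of them in ammonium, 82.5% in allantoin, 80.5% in urea, 79.5% in proline, 77% in glutamine and 76.5% in arginine limitation, with 7 to 12 false calls. The simulated noise was independent between arrays, with no effect of slide or array design and no error of the ammonium control. In the data the correlation within slides was 0.297. The simulation therefore sets no bound on false calls among the counts reported. Median Cy5 signal over background was 2.97 on the dimmest clone array, and between 88.3% and 98.1% of probes were above background in Cy5 on the clone arrays. The number of arrays limits the precision, since each environment has 1 ancestor array and at most 3 clones.

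Gene positions are those of the RefSeq annotation of R64. All 48 nonsynonymous SNPs of Table S1 that could be tested lie on the stated codon there. Of 6094 measured reading frames, 5619 are in the RefSeq list, and the other 475 entered tests over all genes but not those by position. Copy number was taken from the intervals of Table S1. The aCGH arrays and sequencing reads are not analysed here. The list of 44 NCR genes was written from general knowledge before the data were examined and is not the authors' list, and 43 of its genes were measured. The genes named in the text are those the paper names with regard to expression, those Table S1 lists as deleted, and, in each environment, the 3 largest increases and the 3 largest decreases among genes that passed the test with the same sign in every clone and a probe above background. Genes outside this rule were named after their values were seen.

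The arrays lay on 11 slides scanned on 9 days. The slide and the scan day were tried as random blocks, and further alternatives were the software's ratio, the series table, median centring, no background subtraction, only probes well above background, the median of spots, each clone left out in turn, and urea c2 and c3 left out. Glutamate limitation, with 1 clone, has values and no count of changed genes.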

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

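In this part the tests of the slide, of the response to allantoin limitation and of the antisense probes were chosen after the result was seen. So was the comparison with the evolved clones for the exchange of arrays. The others were chosen before.

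The change of NCR genes in the ammonium-limited clones differed from the mean change in the other 6 environments, by a limma interaction term, for 7 genes that lay higher and 12 that lay lower when adjusted over the list alone, and for 6 and 7 when adjusted over all genes. The glutamine-limited clones on the same slide did not reach the ammonium-limited clones in NCR divergence, with a gap of 0.53 between the lowest ammonium and the highest glutamine clone, which argues against the slide. Nor did all genes diverge more in these 2 clones, since the lower of their ratios to all genes was 3.91. The ammonium-limited clones alone were compared with the reference in place of an ancestor array, and their genotype and environment coincide, so a different control and a biological difference both stay open.

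On the array of the allantoin-limited ancestor, the genes of chromosome XIV lay 0.47 above all other genes against the reference, and those of chromosome IX 0.27 above. The highest of the other 5 ancestors was at 0.024 for chromosome XIV and at 0.054 for chromosome IX. Both arms and 6 ways of processing the array gave a lowest value of 0.43 for chromosome XIV and 0.26 for chromosome IX. This argues against the processing, or 1 arm alone, as the source. All these values come from 1 hybridization, with 440 flagged spots, so uneven hybridization cannot be excluded. A response to allantoin limitation is argued against for chromosome IX, since the highest of the evolved allantoin-limited clones was at 0.010 there. For chromosome XIV they reached 0.36, but Table S1 lists all 3 as carrying extra copies, so a response to the nitrogen source and extra copies cannot be told apart. An exchange with the array of an evolved clone is argued against by the amplified DAL4 region, where the lowest evolved clone lay 1.64 above this array. A test of the exchange written before the result, whether this array showed the region above the rest of chromosome IX, gave 2.31 and decided nothing, since the urea-limited ancestor also showed 1.32. Extra copies of both chromosomes in part or all of the ancestor culture may explain the pattern, as a hypothesis. The smaller of the arm shifts, 0.43 for chromosome XIV and 0.26 for chromosome IX, are what that needs.

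Smaller shifts above every random gene list and above the other ancestors were seen on the ancestor arrays for chromosome III in allantoin (0.11), chromosome VIII in urea (0.11), chromosome XI in glutamine (0.12) and chromosome XII in glutamine limitation (0.19). For 2 of these 4, chromosomes III and VIII, the shift stayed above the other ancestors in both arms and under every processing. Chromosome XI did not under median centring, and chromosome XII did not in its left arm (0.03) or under median centring. Uneven hybridization therefore stays open, as does a biological difference, for which each ancestor has no second array.

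Probes complementary to the probe of a brighter gene were raised on some clone arrays. For 42 such probes, whose partner was at least 4 times brighter, the median log2 ratio to the reference minus that of other probes of the same brightness reached 2.25 in proline c2 and was above 0.5 in 8 of 16 clones, while the highest ancestor array was at 0.19. The median of 0.47 over 16 clones argues against genomic DNA or unspecific signal, which would raise other dim probes alike. Clones on one slide differed by up to 2.07, which argues against the slide or scan day. The rank correlation between the rise of a probe and the brightness of its partner was above 0 on 16 of 16 clone arrays, from 0.0317 in ammonium c2, which is no relation over 42 probes, to 0.662 in urea c1. It was also high on the arrays of the urea-limited (0.615) and glutamine-limited ancestors (0.480), where the antisense probes stood only 0.19 and 0.18 above the others, and between -0.368 and 0.0781 on the other 4 ancestor arrays, so it is not specific to the clone arrays with raised probes. Arrays with less Cy5 for their Cy3 signal had the higher antisense values (Pearson r = -0.79, permutation p = 0.00057, Spearman rho = -0.721, permutation p = 0.00222). Without proline c2 and urea c1, the clones farthest from the median, r was -0.544 (permutation p = 0.0425). With both measures centred within slides, over the 15 clones on the 4 slides that hold more than 1, r was -0.861 (exact permutation within slides, p = 0.00183) and Spearman rho on ranks centred likewise -0.723 (exact permutation p = 0.00855). Without the same 2 clones it was -0.655 over 13 clones and did not pass (exact permutation p = 0.117). Copies of the opposite strand made during labelling, seen most where the Cy5 sample gave little signal, may be the source. Clones of one nitrogen source differed by up to 1.50, in proline limitation. The arginine-limited clones were at 1.63 and 0.24, and the allantoin-limited clones between 0.18 and 1.48. The ammonium-limited clones (0.065 and 0.018) and the glutamine-limited clones (0.25 to 0.65) lay closer together. These ranges argue against the nitrogen source as the whole cause. A part from it stays open, with a permutation p of 0.428 for the spread between environments.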

How the results depend on the processing

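The alternatives were set before the data were examined, except the comparison against the common reference, the exchange of glutamine c2 and c3, the set of RefSeq genes without antisense probes and the environments as units, which were chosen after seeing the data. Of 1231 recomputed values, 1127 kept their direction and their side of the threshold or stayed within their spread, 46 moved, 37 fell below and 10 rose above the threshold, and 11 reversed. The 3 array designs share all their probes, so using only shared probe names is the same as the values reported and has no value of its own. Unless a cause follows from the alternative itself, such as fewer clones or fewer genes, the cause was not tested.

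Counts of differentially expressed genes moved most. In ammonium limitation the count of 541 became 355 with the scanner software's ratio, 154 with median centring, 153 with the slide and 270 with the scan day as a random block, and 70 to 646 with 1 clone left out, lowest without ammonium c1 and 125 without ammonium c2. In urea limitation the count of 321 became 49 with median centring, 70 with the slide and 69 with the scan day as a random block, 10 without urea c2 and c3, and 80 to 717 with 1 clone left out, highest without urea c1, 82 without urea c2, lowest without urea c3, 173 without either ammonium-limited clone, and 205 and 198 without the arrays labelled glutamine c1 and c2. In allantoin limitation the count of 3, 2 higher and 1 lower, became 8 with the software's ratio (7 and 1), 12 with the series table (10 and 2), 1 with median centring (0 and 1), 1 with the slide or the scan day as a random block, and 1 to 4 with 1 clone left out, lowest without allantoin c2. In arginine limitation the count of 0 became 5 with the series table, 2 with median centring, 1 without urea c2 and c3, and 0 to 4 with 1 clone left out, highest without urea c1. In glutamine limitation it became 3 with the software's ratio, 3 with the series table, 2 without background subtraction, and 0 to 20 with 1 clone left out, highest without the array labelled glutamine c3. In proline limitation it became 3 with the series table and 0 to 40 with 1 clone left out, highest without proline c1 and 17 without proline c2. A group left with 1 clone is assumed to vary like the other groups.

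Clone numbers do not pair the clones. Over 33 pairs of clones with the same number the deviations from their group means had a median correlation of 0.0103 (-0.41 to 0.664), 11 of them above 0.1, and over 60 pairs with different numbers a median of -0.044. With clone number as a replicate block the urea count was 107 and the allantoin count 1, and no other count moved by more than 1.5 times.

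The median correlation between clones ranged from 0.566 to 0.674 within and from 0.278 to 0.311 between environments with 1 clone left out. The difference with copy number ranged from 0.51 to 0.74 with 1 clone left out. Over whole chromosomes only it was 0.12 (exact permutation p = 0.5, where 4 chromosomes are too few for the test to pass). The number of transporter combinations above 0 was 9 to 10 with 1 clone left out. The difference for PUT4 reversed to -0.87 with median centring.

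For chromosome XI the difference of -0.019 reversed to 0.081 with median centring and 0.031 with the mean over genes, and to 0.15 against the common reference and 0.64 with glutamine c2 and c3 exchanged. It was -0.025 to -0.013 with 1 clone left out. For chromosome XIV the difference of -0.037 passed the threshold at -0.10 with the software's ratio, -0.12 with the series table, -0.11 with median centring, -0.066 without background subtraction and -0.049 with only probes well above background, and it reversed to 0.37 against the common reference (exact permutation p = 0.00179). With 1 clone left out it was -0.049 to -0.018, and it passed without proline c1, allantoin c1 or allantoin c2 (exact permutation p = 0.0264, 0.0476 and 0.0286). For chromosome XII it was 0.25 to 0.33 with 1 clone left out, and without arginine c1 or arginine c2 a single carrier cannot reach the threshold. For chromosome I it was 0.27 to 0.29 with 1 clone left out.

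The NCR divergence of the ammonium-limited clones exceeded that of the others by 0.70 to 0.76 with 1 clone left out, where 1 ammonium-limited clone alone cannot pass. The number of NCR genes above 1.5 in both ammonium-limited clones was 5, 8 with a threshold of 1, and 5 to 8 with 1 clone left out, highest without ammonium c2. The number lower when adjusted over the list alone was 17, and 11 to 18 with 1 clone left out, lowest without ammonium c2. MEP2 kept its direction and fell short of the threshold at 1.39 with the slide (adjusted p = 0.0751) and at 1.29 with the scan day as a random block (adjusted p = 0.0609). With 1 clone left out it was 1.15 to 1.64, and it did not pass without ammonium c1 (adjusted p = 0.354) or without ammonium c2 (0.0733). MEP1 and MEP3 passed in every setting run.

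With environments as units in place of clones or regions, the difference was 0.73 with copy number (exact permutation p = 0.0625), 0.75 for the NCR divergence, 4.21 for DUR3 and 2.33 for DAL4 (0.143 for each of these 3). These p are the smallest that 5 environments for copy number and 7 for the others allow, and none of them can pass. The differences of 0.28 for chromosome XII and 1.74 for GAP1 did not reach that smallest p (0.286 for each), since another environment lay farther from the rest, glutamine limitation by -0.29 for chromosome XII and allantoin limitation, with GAP1 deleted in c2, by -3.02 for GAP1. The difference for chromosome XIV, -0.032, did not reach it either (0.429). No value was computed for chromosomes I and XI and for PUT4, since carriers and other clones share an environment there.

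Among genes that did not pass, CAN1 in ammonium limitation reversed from -0.29 to 0.075 with median centring. LST4 reversed from -0.023 to 0.015 with the software's ratio, 0.015 with the series table and 0.12 with median centring, and was -0.047 to 0.0012 with 1 clone left out, above 0 without ammonium c2. GAP1 in ammonium limitation, at -0.78, passed without allantoin c2 (limma adjusted p = 0.0343), and GAT1, at 1.52, did not pass without ammonium c1 (0.329) or ammonium c2 (0.306). The difference for GAP1 between carriers and other clones passed without allantoin c2 (1.52, exact permutation p = 0.0022). The difference for DUR3 was 4.69 without urea c2 and c3 and did not pass with 1 carrier (exact permutation p = 0.0714).

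The lowest Cy5 signal over background was 2.97, in proline c2. PAA1 in urea c3 was not well above background there.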

Differences from the paper's values

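In this part the comparison against the common reference and the exchange of glutamine c2 and c3 were chosen after the result was seen, and the other tests before.

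The number of NCR genes past 1.5 on the log2 scale was 34 of 43 here and 29 of 38 in the paper. It was 32 to 34 with 1 clone left out, 40 with median centring and 41 with a threshold of 1, unlike the paper's. No alternative set before the data were examined differed from 29 by more than 1.5 times. With only 43 genes measured the count could not exceed 29 by that factor, so this limit could show only a lower count. The lists of genes are not the same.

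The paper states that every aneuploid had higher mRNA of most genes on the amplified chromosome. Of the 7 combinations of clone and whole chromosome in Table S1, 3 had more than 50% of the genes above the ancestor, chromosomes I and XII in the arginine-limited clones. The allantoin-limited clones had 45.2%, 43.7% and 41.8% of the genes of chromosome XIV above their ancestor, and the array labelled glutamine c2 had 44.7% of the genes of chromosome XI. Against the common reference, an alternative chosen after seeing the values, all 7 combinations had more than 50% of the genes above 0, from 57.0% to 76.9%, where chromosome XIV had 66.7%, 72.5% and 73.8% and its difference from the other clones was 0.37. With glutamine c2 and c3 exchanged, also chosen after seeing the values, the difference for chromosome XI was 0.64. Of the alternatives set before the data were examined, median centring (0.081) and the mean over genes (0.031) gave a difference above 0 for chromosome XI, and none did for chromosome XIV.

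The paper states that transporter genes inside amplifications were generally raised, and all 10 combinations of clone and gene were above 0. For PUT4 in proline c2, at 0.19, the difference from the other clones did not pass the test.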

Other observations

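In this part the tests of the clone numbers, of the size of the gains, of the age of the ancestor arrays and of the pairs of clones with raised antisense probes, and the set of RefSeq genes without antisense probes, were chosen after the result was seen, and the others before.

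The gains on the arrays labelled glutamine c2 and c3 lie the other way round from Table S1. The interval on chromosome IV that Table S1 gives to c1 and c3 was shifted by 0.85 on the array labelled glutamine c2 and not on that labelled c3. Chromosome XI from 1 to 501500 was shifted by 0.61 on the array labelled c3, which argues against gains too small to be seen. Numbers crossed between the array labels and Table S1 are a candidate explanation. Which of the 2 sources has them crossed cannot be read from these arrays, and no biological explanation was tested.

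All 12 pairs of clones from different environments with a correlation above 0.5 joined 2 of the 8 clones whose antisense value was above 0.5, and 4 of them lay on one slide. The other 82 pairs, with at least 1 clone below that value, had a highest correlation of 0.484. The mean correlation was 0.456 over the 26 pairs of such clones and 0.209 over the other 82 (permutation of the antisense values over clones, p = 0.00117), while the Spearman correlation over 108 pairs with the lower antisense value of a pair was 0.102 (permutation p = 0.544). Over 5563 RefSeq genes without antisense probes, 9 of the 12 pairs stayed above 0.5, with arginine c1 and allantoin c1 at 0.798 and the lowest pair at 0.423, which argues against these probes themselves as the whole cause. An effect on other genes that these arrays share may contribute, and cannot be told apart from a shared change of the clones, since the comparison of means and the rank correlation differ and no clone has a second array.

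In all 16 clones, 7 genes changed the same way by more than 0.5 among 5546 genes with a probe above background. YBR096W, PSA1, MEC3 and CKA2 were higher and YDL218W, FMP16 and FMP27 lower, and these were chosen after their values were seen. FMP16 is also deleted in urea c3. Shuffling genes within each environment 100 times gave 0 such genes every time, which argues against chance. Genes chosen by the same limit on the 14 other clones alone were the same 7, and all 7 moved in that direction in both ammonium-limited clones, which are set against no ancestor array. Their median change there was 1.52 in that direction, while 95% of 10000 random gene lists with the same signs lay between -0.37 and 0.36, which argues against the design or age of the ancestor arrays as the whole cause. The Cy3 signal of these genes, adjusted between arrays, lay in the direction opposite to their change on the clone arrays for 5 of 7 genes, with a median of 0.83 against a median change of 1.58. Another batch of the common reference could therefore account for part of it, and cannot be told apart from a change shared by the clones, since the reference's batches are not given.

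Genes with an early stop codon or a frameshift in 1 clone were compared with the other 15 clones. The mean difference over 5 genes was -0.12 (exact sign-flip permutation p = 0.875, where 5 genes cannot go below 0.0625), and 2 of 5 were lower. VAC14 was at -1.20 in ammonium c2, below all other clones. WHI5 was at 0.65 in arginine c2, above 13 of 15, and ERG3 at -0.14 in proline c1, above 14 of 15. Whether such mutations lower the mRNA stays open with 5 genes.

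Without urea c1, limma called 717 genes in urea limitation, and 97.4% of them moved the same way in urea c1. Unchanged clones simulated against a shared ancestor array gave 88.8% to 93.6%, so a shared ancestor array alone gave less, but the simulation sets no firm bound. Urea c2 and c3 share a slide and an array design and had a correlation of 0.941, against 0.663 and 0.685 with urea c1. The array design and a difference between the clones cannot be told apart, since no other clone was hybridised on that design.

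PUT4 did not follow its region in proline c2. It was at 0.19 there while the region as a whole had a median of 2.39, and the array of the proline-limited ancestor had PUT4 at 1.81 against the reference. LMO1, higher in the allantoin-limited clones by 2.95, was at -3.18 against the reference on the array of their ancestor and between -0.23 and 0.22 on the other 5 ancestor arrays. No explanation was tested for either gene.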
